# Targeting tumor–stromal interactions in triple-negative breast cancer using a human vascularized micro-tumor model

**DOI:** 10.1186/s13058-023-01760-y

**Published:** 2024-01-05

**Authors:** Stephanie J. Hachey, Christopher J. Hatch, Daniela Gaebler, Aneela Mocherla, Kevin Nee, Kai Kessenbrock, Christopher C. W. Hughes

**Keywords:** Triple-negative breast cancer, Tumor microenvironment, Microphysiologic system

## Abstract

Triple-negative breast cancer (TNBC) is highly aggressive with limited available treatments. Stromal cells in the tumor microenvironment (TME) are crucial in TNBC progression; however, understanding the molecular basis of stromal cell activation and tumor–stromal crosstalk in TNBC is limited. To investigate therapeutic targets in the TNBC stromal niche, we used an advanced human in vitro microphysiological system called the vascularized micro-tumor (VMT). Using single-cell RNA sequencing, we revealed that normal breast tissue stromal cells activate neoplastic signaling pathways in the TNBC TME. By comparing interactions in VMTs with clinical data, we identified therapeutic targets at the tumor–stromal interface with potential clinical significance. Combining treatments targeting Tie2 signaling with paclitaxel resulted in vessel normalization and increased efficacy of paclitaxel in the TNBC VMT. Dual inhibition of HER3 and Akt also showed efficacy against TNBC. These data demonstrate the potential of inducing a favorable TME as a targeted therapeutic approach in TNBC.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13058-023-01760-y.

## Introduction

Triple-negative breast cancer (TNBC), representing approximately 15% of all breast carcinomas, is an aggressive disease with limited treatment options [1]. Consequently, TNBC disproportionally accounts for 30% of all breast cancer-related mortality, with approximately 150,000 deaths estimated in 2023 [2]. Since TNBC, by definition, lacks expression of the estrogen receptor (ER), progesterone receptor (PR), and human epidermal growth factor receptor 2 (HER2), chemotherapy remains standard for systemic treatment, as endocrine therapy and HER2-directed therapies are ineffective [3]. Compared with hormone receptor (HR)-positive breast cancer, TNBC is more commonly diagnosed in women younger than 40 years and has a worse 5-year survival rate [3]. A study evaluating 15,204 women who presented with stage I–III breast cancer at National Comprehensive Cancer Network Centers found that women with TNBC experienced worse breast cancer-specific and overall survival (OS) in multivariate analyses (OS: adjusted hazard ratio, 2.72; 95% confidence interval 2.39–3.10; $$p < 0.0001$$) compared to women with HR-positive/HER2-negative breast cancer [4]. Additionally, TNBC tumors have been found to be associated with unique risk factors and poor prognosis, including an increased risk of death within 2 years of diagnosis [4], highlighting the need to develop more effective treatments for this deadly malignancy.

Current first-line therapy for patients with TNBC includes neo/adjuvant anthracycline-, alkylator-, and taxane-based chemotherapy regimens, for example doxorubicin and cyclophosphamide followed by paclitaxel [5]. However, chemotherapy achieves a complete response in only about 30% of TNBC patients, and more than 50% of patients experience relapse within the first 3–5 years due to the development of therapy resistance. Additionally, patients with stage IV TNBC treated with standard-of-care chemotherapy have a median overall survival of just 10.2 months [5]. There is growing evidence that stromal cells in the tumor microenvironment (TME) play an important role in cancer progression and treatment resistance in TNBC [5–9] and are therefore considered a potential therapeutic target. The TME, a major determinant of cancer phenotype, is a complex and heterogeneous ecosystem co-opted by neoplastic cells, consisting of both cancerous and nonmalignant cell populations embedded in a glycoprotein-rich extracellular matrix (ECM). Cancer-associated fibroblasts (CAFs) are a prominent component of the tumor stroma from which gene expression signatures have been found to strongly predict TNBC prognosis. Upregulated pathways include those associated with ECM remodeling and chemokine signaling, which contribute to tumor cell growth and invasion as well as vascular destabilization [10–12]. However, the underlying molecular mechanisms driving stromal cell activation and the reciprocal communication between tumor cells and stromal cells in TNBC remain poorly understood, impeding the development of targeted therapies focused on the stromal component.

In this study, our aim was to uncover mechanisms by which the microenvironment of TNBC triggers the reprogramming of stromal cells into an activated state, ultimately influencing both tumor growth and response to therapy. Additionally, we aimed to identify and evaluate potential therapeutic targets for TNBC. Herein we establish human vascularized micro-tumor (VMT) models to recreate the TNBC TME in vitro, using primary stromal cells isolated freshly from healthy human breast tissue, endothelial cells (ECs) and two representative TNBC cell lines, HCC1599 and MDA-MB-231. The VMT is a microphysiologic in vitro cancer model that we have validated for disease modeling, drug screening and personalized medicine applications for solid tumors [13–17]. By co-culturing multiple cell types within a complex ECM under dynamic flow conditions, the stromal cells and endothelium spontaneously self-organize into a perfused vascular network that plays a vital role in supporting tumor growth and serves as a physiological conduit for the delivery of therapeutic agents to the tumor. Furthermore, the VMT accurately replicates key characteristics of an in vivo tumor, including the presence of irregular and poorly perfused tumor-associated vasculature, which can hinder the effective delivery of therapeutics to the tumor and contribute to treatment resistance [16].

By leveraging single-cell RNA sequencing (scRNA-seq), we investigated gene expression patterns, cellular heterogeneity, and intercellular communication within TNBCs. Vascularized micro-organs (VMOs), healthy tissue constructs containing endothelial cells and stroma without tumor, were established as controls. Our analysis revealed that histopathologically normal human breast tissue-derived stromal cells activate neoplastic signaling pathways when exposed to the TNBC TME. Through a comparison of these interactions in VMTs with scRNA-seq data obtained from clinical specimens, we successfully identified therapeutic targets situated at the tumor–stromal interface that hold potential clinical significance.

## Results

### Healthy breast tissue-derived stromal cells support microvascular network formation in VMO and VMT models

For physiologic modeling of TNBC, primary-derived stromal cells were freshly isolated from histopathologically normal (healthy, noncancerous) breast tissue under an IRB-approved protocol and tested for vascular network formation in VMO/VMTs (Fig. 1). VMOs and VMTs are established within a microfluidic device (Fig. 1A) via co-culture of multiple cell types within an extracellular matrix. Cells are introduced into the tissue chamber of each unit through the loading port (L1 or L2) and experience dynamic flow via a hydrostatic pressure gradient through the microfluidic channels from the media reservoirs (M1–M2 and M3–M4). In response to flow across the tissue chamber, ECs and stromal cells self-assemble into a microvascular network by day 5 of culture to allow in vivo-like delivery of nutrients and drugs to the tissue.

As shown in Fig. 1B, healthy breast tissue-specific primary stromal cells (shown in blue) support the development of microvessels (red) that are fully perfused by 70 kDa fluorescent dextran (cyan). Matched VMOs and VMTs containing TNBC cell lines MDA-MB-231 and HCC1599 (shown in green) were established (Fig. 1C). MDA-MB-231 grows rapidly with stellate morphology and manifests invasive spread within the VMT, gradually disrupting the surrounding vasculature over time. In contrast, HCC1599 exhibits slow proliferation as 3D clusters and has been demonstrated to closely resemble clinical TNBC samples in terms of various molecular characteristics, such as gene expression signatures and copy number variations [18, 19].

**Fig. 1:**
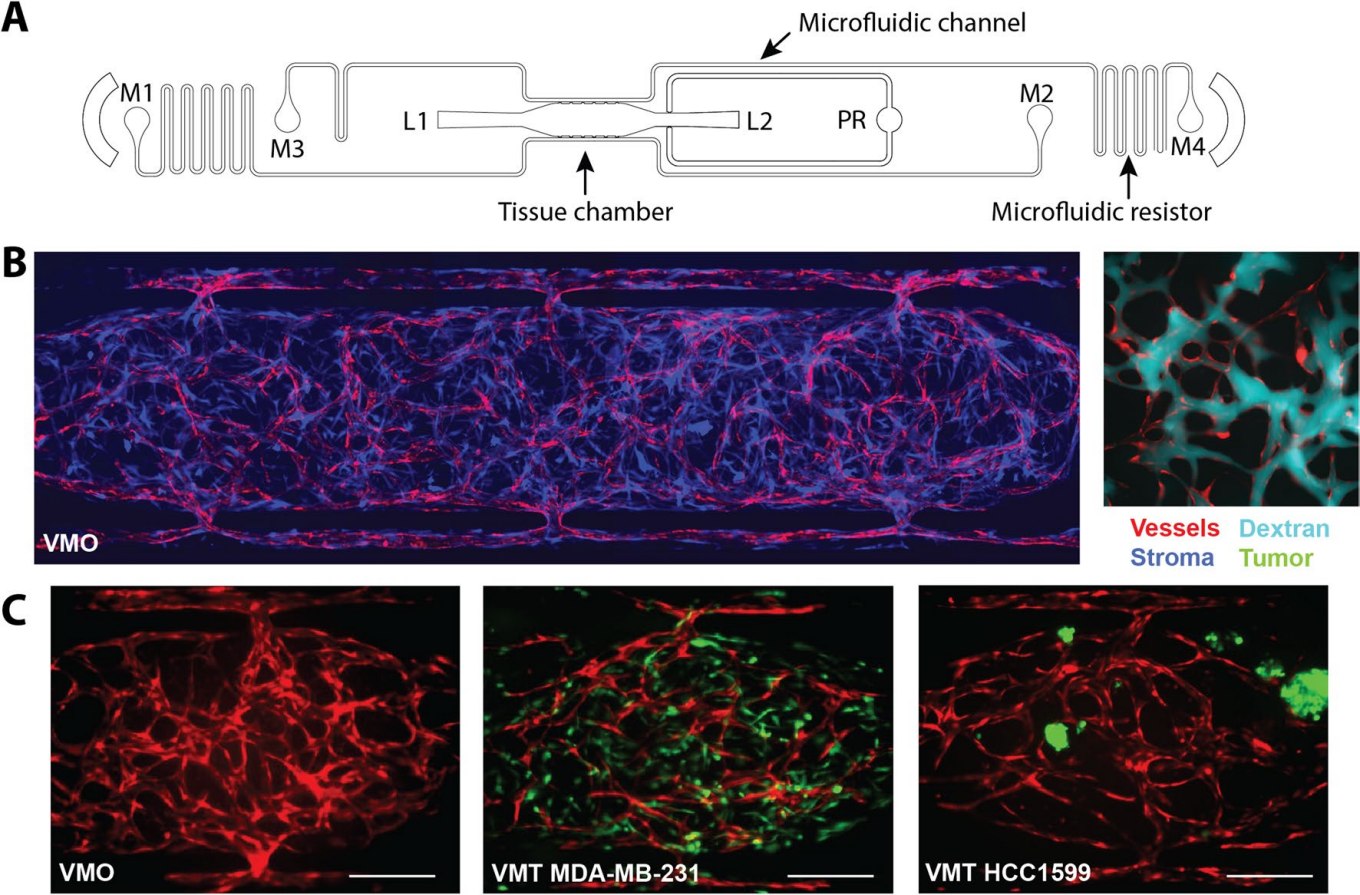
Stromal cells freshly isolated from healthy breast tissue support microvascular network formation in VMO and VMT models. **A** Schematic of a single device unit with a single tissue chamber fed through microfluidic channels, 2 loading ports (L1–2), and uncoupled medium inlet and outlets (M1–2 and M3–4). A pressure regulator (PR) serves as a burst valve to release excess pressure from the tissue chamber during loading. **B** Left: Fluorescent image of a VMO established with stromal cells isolated freshly from histopathologically normal breast tissue. Vessels are shown in red and primary fibroblasts in blue. Right: Zoom view of a vascular network (red) perfused with 70 kDa dextran (cyan). **C** Left panel: VMO established with patient-derived breast tissue stromal cells. Vasculature shown in red. Middle panel: VMT established with MDA-MB-231 TNBC cells and patient-derived stromal cells. Note invasiveness of the tumor cells. Vasculature is red, tumor is green, and stromal cells are unlabeled. Right panel: VMT established with HCC1599 TNBC cells and patient-derived stromal cells. Vasculature is red, tumor is green, and stromal cells are unlabeled. Scale bar = 200 μm

### Single-cell RNA sequencing reveals differential pathway activation in TNBC VMTs and VMOs

In order to gain deeper insights into the alterations of the vascular niche in TNBC tumors, we conducted scRNA-seq on cells isolated from TNBC VMTs (MDA-MB-231 and HCC1599) and their corresponding VMOs (vasculature and stroma in the absence of tumor cells; Fig. 2A). 

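The count matrices of 4 single-cell libraries from day 7, 1 for each dataset, were processed again from their UMI counts. With 1 library per dataset there is no replicate, so no comparison between datasets carries a test, a p-value or an error between devices. The matrices held 3627 cells and 132060710 UMIs for the MDA-MB-231 VMO, 4210 cells and 199227318 UMIs for the MDA-MB-231 VMT, 573 cells and 12016463 UMIs for the HCC1599 VMO and 1140 cells and 16983493 UMIs for the HCC1599 VMT. Mean UMIs per cell were 36410.5, 47322, 20971 and 14898 in the same order, beside the 50000 reads per cell that the paper gives as an average. Cells with over 15% mitochondrial UMIs or under 200 genes were removed (367, 669, 25 and 98), then predicted doublets (85, 100, 2 and 9). The 3175, 3441, 546 and 1033 cells left had medians of 39910, 46687, 19299.5 and 12720 UMIs. Each library was clustered on its own at a resolution of 0.8, and UMIs were summed over the cells of a type and scaled to CPM. Parentheses after a level, a share, a difference or a fold hold its 95% interval, which covers counting error only, except where they are said to hold the range of draws of matched cells. Shares of cells with a UMI of a gene were taken after each cell was thinned to 5000 UMIs, leaving out cells below that depth. Gene positions are those of GENCODE v44 on GRCh38, and all folds are log2.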

Using the SCTransform Seurat pipeline [20], we performed clustering analysis and confirmed distinct clusters corresponding to ECs, various stromal cells, and, in the case of TNBC VMTs, tumor cells for each dataset (Fig. 2B–I). The identification of cell types was determined based on top differentially expressed genes and the expression of known marker genes specific to each cell type. These included, but were not limited to: *PECAM1* and *CDH5* (EC markers), *PDGFRA* (fibroblast marker), *PDGFRB* (pericyte marker), and *EPCAM* and *KRT18* (cancer cell markers). Additionally, the matched MDA-MB-231 VMT and VMO datasets exhibited a population of cycling cells characterized by increased expression of *TOP2A* (Fig. 2B–E). 

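Clusters were named from lists of 9 EC, 11 fibroblast, 9 stromal, 10 cycling and 18 tumor markers, which include the genes given here, by a rule chosen after the clusters had been seen. Their levels in a class against the rest of its library therefore describe the naming and are no result of their own. PECAM1 (ENSG00000261371) lies on chromosome 17 from 64319415 to 64413776 and CDH5 (ENSG00000179776) on chromosome 16 from 66366690 to 66404784. PDGFRA (ENSG00000134853) lies on chromosome 4 from 54229280 to 54298245 and PDGFRB (ENSG00000113721) on chromosome 5 from 150113839 to 150155872. EPCAM (ENSG00000119888) lies on chromosome 2 from 47345158 to 47387601 and KRT18 (ENSG00000111057) on chromosome 12 from 52948871 to 52952906. In ECs of the MDA-MB-231 VMT, PECAM1 was at 1983 CPM against 2.46 and CDH5 at 936 CPM against 0.707; in the HCC1599 VMT they were at 2587 CPM against 11.3 and 883 CPM against 3.53. Fibroblasts held PDGFRA at 159 CPM against 6.36 in the MDA-MB-231 VMT and at 49.2 CPM against 1.98 in the HCC1599 VMT. The stromal cells, named from contractile genes such as TPM1 and TAGLN, held PDGFRB at a log2 fold of -0.58 (-0.76 to -0.41) against the rest of the MDA-MB-231 VMT and -1.24 (-1.48 to -1.005) in the HCC1599 VMT. Fibroblasts had PDGFRB at 4.23 (4.15 to 4.31) and 4.57 (4.35 to 4.80) on the same scale. Tumor cells held EPCAM at 584 CPM against 6.60 and KRT18 at 623 CPM against 43.7 in the HCC1599 VMT, and 10.1 CPM against 2.32 and 362 CPM against 68.1 in the MDA-MB-231 VMT.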

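TOP2A (ENSG00000131747) lies on chromosome 17 from 40388525 to 40417896. The cycling class was named from TOP2A and 9 other cell-cycle genes, so its TOP2A level against the rest of the library is part of its definition: 254 CPM against 57.1 in the MDA-MB-231 VMO and 408 CPM against 108 in the MDA-MB-231 VMT. It held 171 cells in the VMO and 372 in the VMT. By the highest score among the other marker lists, 72.6% (67.7 to 77.1) of the cycling cells in the VMT were tumor cells, and 79.5% (72.7 to 85.3) of those in the VMO were fibroblasts.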

Although there are slight differences in the UMAP and clustering results between the two VMOs (each VMO established at the same time as its matched VMT—MDA-MB-231 or HCC1599 VMTs), likely due to batch effects, integration of the datasets using scMC [21] reveals a seamless overlap between the cell populations (Additional file 1: Fig. A1A). Both VMOs show representation of ECs, fibroblasts, and stromal cells (Additional file 1: Fig. A1B), demonstrating that there were no significant differences between the VMOs.

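The VMO datasets were compared here cell type by cell type, without integration, over genes with at least 50 CPM. The median absolute log2 fold of the MDA-MB-231 VMO over the HCC1599 VMO was 0.30 in ECs, 0.37 in fibroblasts and 0.45 in stromal cells. Between a VMT and its own VMO it was 0.14, 0.27 and 0.19 with MDA-MB-231 and 0.10, 0.12 and 0.20 with HCC1599. The median fold of all genes between the VMOs was -0.13 in ECs, -0.14 in fibroblasts and -0.38 in stromal cells. The correlation of log2 CPM across genes between the VMOs was 0.888, 0.880 and 0.952 in the same order; genes are not independent replicates.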

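Shares of the MDA-MB-231 VMO and the HCC1599 VMO were 32.3% (30.6 to 33.9) and 54.8% (50.5 to 59.0) for ECs, 48.1% (46.4 to 49.9) and 24.7% (21.2 to 28.6) for fibroblasts, and 10.7% (9.62 to 11.8) and 20.5% (17.2 to 24.1) for stromal cells. A further 3.56% (2.94 to 4.26) of the MDA-MB-231 VMO had no name: these 113 cells had a median of 1519 UMIs, and the stress genes HSPA1A, HSPA1B, HSPA6 and DNAJB1 led them. Every cell of the other 3 datasets was in a named cluster. Each VMO is a single library, so the spread between devices of one kind was not measured.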

Next, to examine the variations between datasets, all four datasets were integrated using scMC [21]. 

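Between the VMTs, tumor cells of MDA-MB-231 and HCC1599 had a correlation of log2 CPM across 4180 genes of 0.554, and a median absolute log2 fold of 0.66. Fibroblasts of the same VMTs had 0.9006 across 3551 genes, with a median absolute fold of 0.40 and a median shift of all genes of -0.29. The tumor cells differed strongly in depth, with a median of 80487 UMIs in the MDA-MB-231 VMT and 1307 in the HCC1599 VMT, and their median shift was -0.17.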

Unsupervised clustering of the integrated data revealed distinct clusters corresponding to the cell identities defined in the individual datasets, with clear separation of tumor cell lines (Fig. 2J). When analyzing the proportion of cell types contributed by each sample, we observed an increase in the percentage of fibroblasts and cancer cells in MDA-MB-231 VMTs compared to HCC1599 VMTs, accompanied by a decrease in the number of ECs (Fig. 2K). 

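Fibroblasts made up 54.2% (52.5 to 55.9) of the MDA-MB-231 VMT and 31.1% (28.3 to 34.0) of the HCC1599 VMT, a difference of 23.2 points (19.8 to 26.4). Tumor cells made up 22.3% (21.0 to 23.8) and 12.3% (10.4 to 14.5), a difference of 10.1 points (7.49 to 12.5), and ECs 7.06% (6.23 to 7.97) and 42.9% (39.8 to 46.0). Stromal cells were 5.55% (4.81 to 6.37) and 13.7% (11.7 to 16.0), and cycling cells 10.8% (9.79 to 11.9) of the MDA-MB-231 VMT. Of its 372 cycling cells, 270 scored highest for tumor markers and are not in its tumor share. The HCC1599 VMT had no cycling class, so the tumor shares of the VMTs were not counted alike. The cell types were named again from marker lists, so a share can differ from the published one through its names. Log-normalization in place of SCTransform moved the fibroblast difference most, to 36.3 points. The tumor difference changed direction at a clustering resolution of 0.4, to -1.07 points, where 27.4% of the HCC1599 VMT and 26.3% of the MDA-MB-231 VMT were named tumor cells. It stayed above 0 but left its interval under 5 further alternatives: 3.31 points at a resolution of 1.2, 1.35 with each cell named on its own, 0.674 with cell-cycle genes left out, 0.310 under log-normalization and 0.266 at a mitochondrial maximum of 10%.

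**Figure D1:**
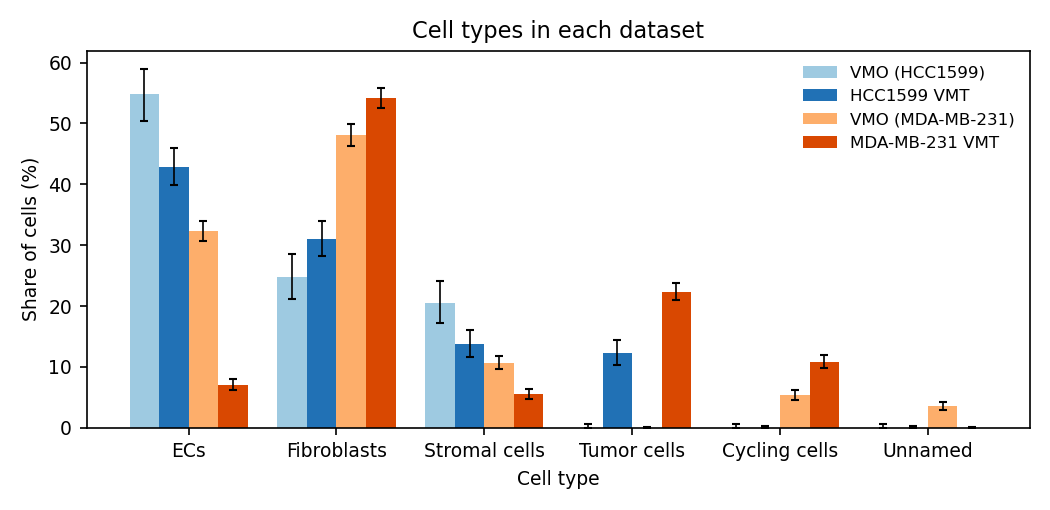
Share of the cells used in each cell type and dataset, with exact binomial 95% intervals; n = 3175, 3441, 546 and 1033 cells of 1 library each.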

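The EC share of the VMT minus that of its VMO was -11.9 points (-17.1 to -6.60) with HCC1599 and -25.2 points (-27.0 to -23.3) with MDA-MB-231. Leaving the cell-cycle genes out of the clustering moved the HCC1599 difference most, to -21.2 points, and a resolution of 0.4 moved the MDA-MB-231 difference most, to -29.7 points. Without cell-cycle genes the HCC1599 VMT held 347 ECs, 226 tumor cells and 322 fibroblasts, against 443, 127 and 321 with them. Cells named ECs in the main setting were thus named tumor cells there. Tumor cells lower every other share, so ECs were also counted among ECs, fibroblasts and stromal cells alone: 54.8% (50.5 to 59.0) in the HCC1599 VMO and 48.9% (45.6 to 52.2) in its VMT, and 35.4% (33.7 to 37.2) in the MDA-MB-231 VMO and 10.6% (9.34 to 11.9) in its VMT. Over the alternatives this difference was smallest under log-normalization, 58.4% against 56.7% with HCC1599 and 36.3% against 15.0% with MDA-MB-231, and largest without cell-cycle genes, 54.8% against 43.0% and 45.6% against 10.6%. Each dataset is 1 library, so the difference between devices of one kind is not in these intervals.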

Comparing VMTs with VMO controls, HCC1599 VMT exhibited a marginal decrease in the number of endothelial cells, while MDA-MB-231 VMT displayed a significant decrease. These findings support the phenotypic results, where we observed a significant disruption and pruning of tumor-associated vasculature in the presence of MDA-MB-231 TNBC. That said, a heatmap depicting the top five differentially expressed genes for each cell type across datasets did demonstrate consistent upregulation of *VWF* and *CLDN5* among ECs (Fig. 2L, Additional file 2: Table S1). On the other hand, in contrast to HCC1599 VMT and VMOs, fibroblasts from MDA-MB-231 VMTs exhibited heightened expression of pro-inflammatory markers, including *CXCL1*, *CXCL5*, *CXCL8*, and *IL1RL1*.

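VWF (ENSG00000110799) lies on chromosome 12 from 5948877 to 6124770 and CLDN5 (ENSG00000184113) on chromosome 22 from 19523024 to 19527545. Against the rest of its library, VWF in ECs had a log2 fold of 6.91 (6.80 to 7.01) in the MDA-MB-231 VMO, 9.22 (9.06 to 9.38) in the MDA-MB-231 VMT, 6.29 (5.77 to 6.87) in the HCC1599 VMO and 7.50 (6.94 to 8.13) in the HCC1599 VMT. CLDN5 had 8.07 (7.86 to 8.29), 10.34 (10.03 to 10.68), 6.90 (6.54 to 7.28) and 7.39 (7.09 to 7.71) in the same order, and VWF and CLDN5 are both among the EC markers used to name the cells. Within ECs, VWF was at 981 CPM (971 to 992) in the MDA-MB-231 VMO and 1161 CPM (1135 to 1188) in the MDA-MB-231 VMT, a fold of 0.24 (0.21 to 0.28), and at 366 CPM (351 to 382) in the HCC1599 VMO and 422 CPM (405 to 439) in the HCC1599 VMT, a fold of 0.20 (0.12 to 0.29). CLDN5 folds were 0.25 (0.20 to 0.30) and 0.18 (0.13 to 0.22), beside -1.24 (-1.28 to -1.20) between the VMOs. The alternatives moved the VWF fold with MDA-MB-231 most under log-normalization, to 0.098, and the fold with HCC1599 most under the mean over cells, to 0.044.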

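CXCL1 (ENSG00000163739) lies on chromosome 4 from 73869393 to 73871308 and CXCL5 (ENSG00000163735) on chromosome 4 from 73995642 to 73998677. CXCL8 (ENSG00000169429) lies on chromosome 4 from 73740519 to 73743716 and IL1RL1 (ENSG00000115602) on chromosome 2 from 102311502 to 102352037. Fibroblast levels of CXCL1 were 25.9 CPM (24.7 to 27.0) in the MDA-MB-231 VMO, 559 CPM (554 to 564) in the MDA-MB-231 VMT, 63.3 CPM (56.6 to 70.6) in the HCC1599 VMO and 54.6 CPM (49.7 to 59.8) in the HCC1599 VMT, and those of CXCL8 were 43.7 CPM (42.2 to 45.2) in the MDA-MB-231 VMO, 731 CPM (726 to 737) in the MDA-MB-231 VMT, 39.2 CPM (34.0 to 45.0) in the HCC1599 VMO and 72.7 CPM (67.0 to 78.7) in the HCC1599 VMT. CXCL5 was at 59.4 CPM (57.7 to 61.2) in the MDA-MB-231 VMO, 446 CPM (441 to 450.2) in the MDA-MB-231 VMT, 41.2 CPM (35.8 to 47.1) in the HCC1599 VMO and 87.7 CPM (81.5 to 94.3) in the HCC1599 VMT. IL1RL1 was at 159.7 CPM (157 to 163) in the MDA-MB-231 VMO, 567 CPM (562 to 572) in the MDA-MB-231 VMT, 7.25 CPM (5.11 to 10.0) in the HCC1599 VMO and 3.25 CPM (2.14 to 4.72) in the HCC1599 VMT. The log2 folds of the MDA-MB-231 VMT over its VMO were 4.43 (4.37 to 4.50) for CXCL1, 2.91 (2.86 to 2.95) for CXCL5, 4.07 (4.02 to 4.12) for CXCL8 and 1.83 (1.80 to 1.86) for IL1RL1, where the median fold of all genes was -0.12. Between the VMOs the folds were -1.29 (-1.46 to -1.12), 0.53 (0.33 to 0.74), 0.16 (-0.050 to 0.37) and 4.46 (4.00 to 4.97). With HCC1599 the VMT over its VMO gave -0.21 (-0.42 to -0.0044), 1.09 (0.87 to 1.32), 0.89 (0.66 to 1.13) and -1.16 (-1.93 to -0.41). RNA of tumor cells at its measured share would give at most 0.633% of the fibroblast level of any of these genes in the MDA-MB-231 VMT. The CXCL1 fold with MDA-MB-231 moved most under the mean over cells, to 4.59.

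**Figure D2:**
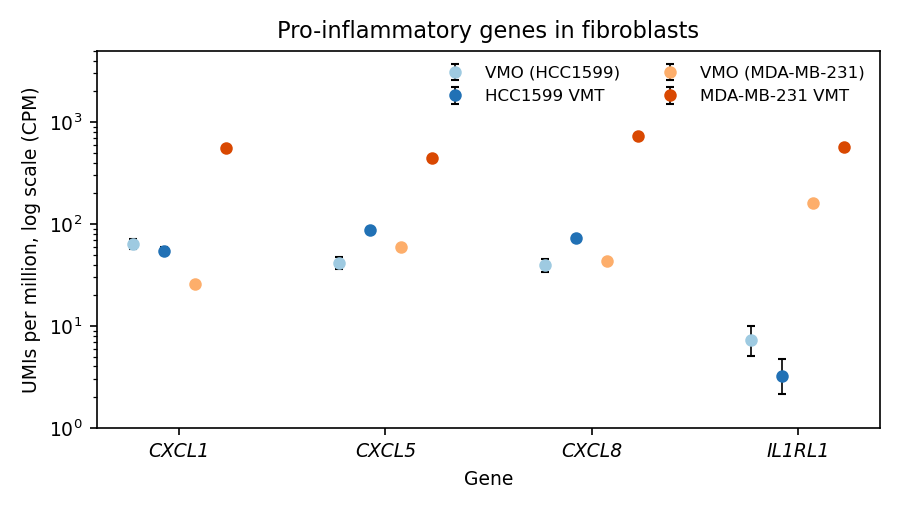
CPM of CXCL1, CXCL5, CXCL8 and IL1RL1 in fibroblasts of the 4 datasets on a log scale, with exact Poisson 95% intervals; 1 library per dataset.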

### Differential gene expression analyses of individual datasets reveal distinct pathway activation dependent on cell type in both VMTs and VMOs

Both VMTs and their corresponding VMO controls demonstrate cell-type-specific gene expression and pathway activation with some distinctions (Additional file 1: Fig. A1C–F, Additional file 3: Table S2). 

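CXCR4 (ENSG00000121966) lies on chromosome 2 from 136114349 to 136119177. CXCR4 was at 167 CPM (162 to 171) in the MDA-MB-231 VMO and 72.5 CPM (66.0 to 79.4) in the MDA-MB-231 VMT in ECs, a log2 fold of -1.20 (-1.34 to -1.06), and at 353 CPM (338 to 369) in the HCC1599 VMO and 441 CPM (423 to 458) in the HCC1599 VMT, a fold of 0.32 (0.23 to 0.40); between the VMOs the fold was -1.08 (-1.16 to -1.01). After thinning, 48.5% (45.2 to 51.8) of 911 ECs of the MDA-MB-231 VMO and 23.3% (17.8 to 29.6) of 210 ECs of its VMT held a UMI, with 113 and 33 shallower ECs left out, and 80.5% and 53.9% did without thinning. The background in the same datasets was 0.131% (0.0159 to 0.473) of 1525 fibroblasts and 0.0539% (0.00136 to 0.300) of 1856 fibroblasts. Median EC depths were 30682.5 and 26429 UMIs. Among ECs matched on UMIs and mitochondrial share the fold was -1.52 (-1.66 to -1.35 as the range of 20 draws), and log-normalization moved the unmatched fold most, to -1.36.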

Notably, MDA-MB-231 VMT ECs have increased cell and tissue migration and a marginal decrease of angiogenesis, most prominently noted by a lack of CXCR4, which is essential for EC tube formation [22] (Additional file 1: Fig. A1G). 

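MMP2 (ENSG00000087245) lies on chromosome 16 from 55389700 to 55506691. MMP2 in fibroblasts was at 255 CPM (251 to 258) in the MDA-MB-231 VMO and 382 CPM (377 to 386) in the MDA-MB-231 VMT, a log2 fold of 0.58 (0.56 to 0.61), and at 139 CPM (129 to 150.0) in the HCC1599 VMO and 74.9 CPM (69.1 to 81.0) in the HCC1599 VMT, a fold of -0.90 (-1.05 to -0.74). Between the VMOs it was 0.87 (0.76 to 0.98). After thinning, 54.3% (51.8 to 56.8) of 1525 fibroblasts of the MDA-MB-231 VMO and 67.1% (64.9 to 69.2) of 1856 fibroblasts of its VMT held a UMI, and 37.3% (29.1 to 46.1) of 134 fibroblasts of the HCC1599 VMO and 23.8% (18.8 to 29.3) of 269 fibroblasts of its VMT did. The shallower fibroblasts left out were 3, 10, 1 and 52; without thinning the shares were 94.8%, 96.1%, 67.4% and 47.0%. Tumor cells of the MDA-MB-231 VMT gave a background of 3.77% (2.54 to 5.37) of 769 tumor cells, and median fibroblast depths were 48609, 43629.5, 36705 and 27501 UMIs. As means over cells with a pseudocount of 10 CPM the folds were 0.82 with MDA-MB-231 and -0.78 with HCC1599, and among fibroblasts matched on depth and mitochondrial share, with the lowest and highest of 20 draws in parentheses, 0.46 (0.39 to 0.51) and -0.86 (-1.05 to -0.57). Of the alternatives, the mean over cells, without a pseudocount, moved the MDA-MB-231 fold most, to 0.84.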

Although both VMO and VMT fibroblasts regulate their surrounding ECM, one gene that is unique to the VMT population is MMP2, which has been shown to have increased expression in the presence of breast cancer [23] (Additional file 1: Fig. A1H). In addition, the VMT stromal cells express genes known to increase neutrophil activation, which may support the dual role of neutrophil activation in promoting and suppressing cancer in vivo [24] (Additional file 1: Fig. A1I). 

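The 13 genes that Table S2 gives for neutrophil activation in stromal cells were taken as a list, and its median log2 fold (pseudocount of 10 CPM, genes of at least 10 CPM) was set against 10000 random lists of like expression. All 13 genes passed, and the table was made by the authors from these same libraries, so the list is not independent of them. The paper's statement comes from differential expression of individual datasets, a contrast that may differ from VMT over VMO. In stromal cells of the HCC1599 VMT over its VMO the median was -0.18 (-0.24 to -0.085), above 1.41% of random lists, with 5 genes higher and 8 lower. With MDA-MB-231 it was 0.024 (-0.054 to 0.061), above 53.2% of random lists, with 7 higher and 6 lower, where the median of all genes was -0.15. Between the VMOs the list gave -0.20 (-0.26 to -0.11), above 28.7% of random lists. A resolution of 1.2 moved the HCC1599 value most, to -0.53, and TMM scaling the MDA-MB-231 value, to 0.16, where it took the median of all genes of at least 50 CPM from -0.086 to 0.054.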

Lastly, in the MDA-MB-231 VMT, the cycling cluster is enriched for RNA splicing, for which pathway alterations have been implicated in many human cancers (Additional file 1: Fig. A1J).

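The 15 RNA splicing genes that Table S2 gives for the cycling cluster, also chosen by the authors from these libraries, had a median log2 fold of the MDA-MB-231 VMT over its VMO of -0.13 (-0.20 to -0.082), above 39.4% of random lists, in cycling cells. Of the genes, 2 were higher and 13 lower, and the median of all genes was -0.089 for the list comparison and -0.10 over genes of at least 50 CPM. The direction changed under the mean over cells, to 0.37, and under TMM scaling, to 0.015, which moved all genes alike, their median to 0.10. The cycling cells of the VMT were mostly tumor cells and those of the VMO mostly fibroblasts, so the fold also holds the difference between these cell types. The paper's enrichment comes from differential expression of individual datasets. A contrast of the cycling cells with the other cells of the VMT was not made here for this list.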

In the HCC1599 VMT, the ECs exhibited a stronger influence on extracellular matrix organization, driven by increased expression of *MMP1/2* (Additional file 1: Fig. A1). 

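MMP1 (ENSG00000196611) lies on chromosome 11 from 102789401 to 102798160. In ECs with HCC1599, MMP1 was at 1098 CPM (1071 to 1126) in the HCC1599 VMO and 861 CPM (837 to 885) in the HCC1599 VMT, a log2 fold of -0.35 (-0.41 to -0.30). MMP2 was at 574 CPM (554 to 594) in the HCC1599 VMO and 523 CPM (504 to 542) in the HCC1599 VMT, a fold of -0.13 (-0.21 to -0.061). EC folds between the VMOs were -2.75 (-2.80 to -2.70) for MMP1 and 0.12 (0.066 to 0.17) for MMP2. The paper draws its statements on these genes, and on SPHK1, INHBA, COL1A1 and TGFBI below, from differential expression of individual datasets. That contrast may differ from VMT over VMO.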

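SPHK1 (ENSG00000176170) lies on chromosome 17 from 76376584 to 76387860. SPHK1 in fibroblasts was at 299 CPM (284 to 314) in the HCC1599 VMO and 309 CPM (297 to 321) in the HCC1599 VMT, a log2 fold of 0.048 (-0.044 to 0.14), and at 184 CPM (181 to 187) in the MDA-MB-231 VMO and 131 CPM (128 to 133) in the MDA-MB-231 VMT. After thinning, 74.6% (66.4 to 81.7) of 134 fibroblasts of the HCC1599 VMO and 70.6% (64.8 to 76.0) of 269 fibroblasts of its VMT held a UMI, with 1 and 52 left out for depth; unthinned shares were 96.3% and 86.9%. ECs of the same datasets gave 27.0% (21.9 to 32.6) of 278 ECs and 30.3% (25.6 to 35.3) of 363 ECs.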

The HCC1599 VMT fibroblasts demonstrated deficiencies in regulating angiogenesis, as evidenced by the lack of expression of SPHK1, which has been shown to be necessary for supporting endothelial tube cell formation [25] (Additional file 1: Fig. A1). Additionally, the HCC1599 VMT fibroblasts exhibited increased expression of Inhibin Beta-A (INHBA), which has been implicated in epithelial–mesenchymal transition (EMT) and correlated with decreased breast cancer survival [26]. In contrast, stromal cells in the VMO control for the HCC1599 VMT exhibited better regulation of the ECM, with increased expression of *COL1A1* and *TGFBI*, both crucial for supporting lumen formation [27].

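INHBA (ENSG00000122641) lies on chromosome 7 from 41667168 to 41705834. INHBA in fibroblasts was at 528 CPM (509 to 549) in the HCC1599 VMO and 438 CPM (424 to 452) in the HCC1599 VMT, a log2 fold of -0.27 (-0.34 to -0.20), beside 0.10 (0.047 to 0.16) between the VMOs. With each cell named on its own rather than by cluster the fold changed direction, to 0.021.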

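COL1A1 (ENSG00000108821) lies on chromosome 17 from 50184101 to 50201632 and TGFBI (ENSG00000120708) on chromosome 5 from 136028988 to 136063818. Stromal cells held COL1A1 at 8441 CPM (8269.9 to 8614) in the HCC1599 VMO and 6781 CPM (6642 to 6922) in the HCC1599 VMT, a log2 fold of VMT over VMO of -0.32 (-0.36 to -0.27), and TGFBI at 253 CPM (224 to 285) in the HCC1599 VMO and 188 CPM (166 to 213) in the HCC1599 VMT, a fold of -0.43 (-0.68 to -0.18). The folds between the VMOs were 0.25 (0.22 to 0.28) and -0.49 (-0.69 to -0.29). The COL1A1 fold changed direction at a resolution of 1.2, to 0.49, and with each cell named on its own, to 0.28.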

**Fig. 2:**
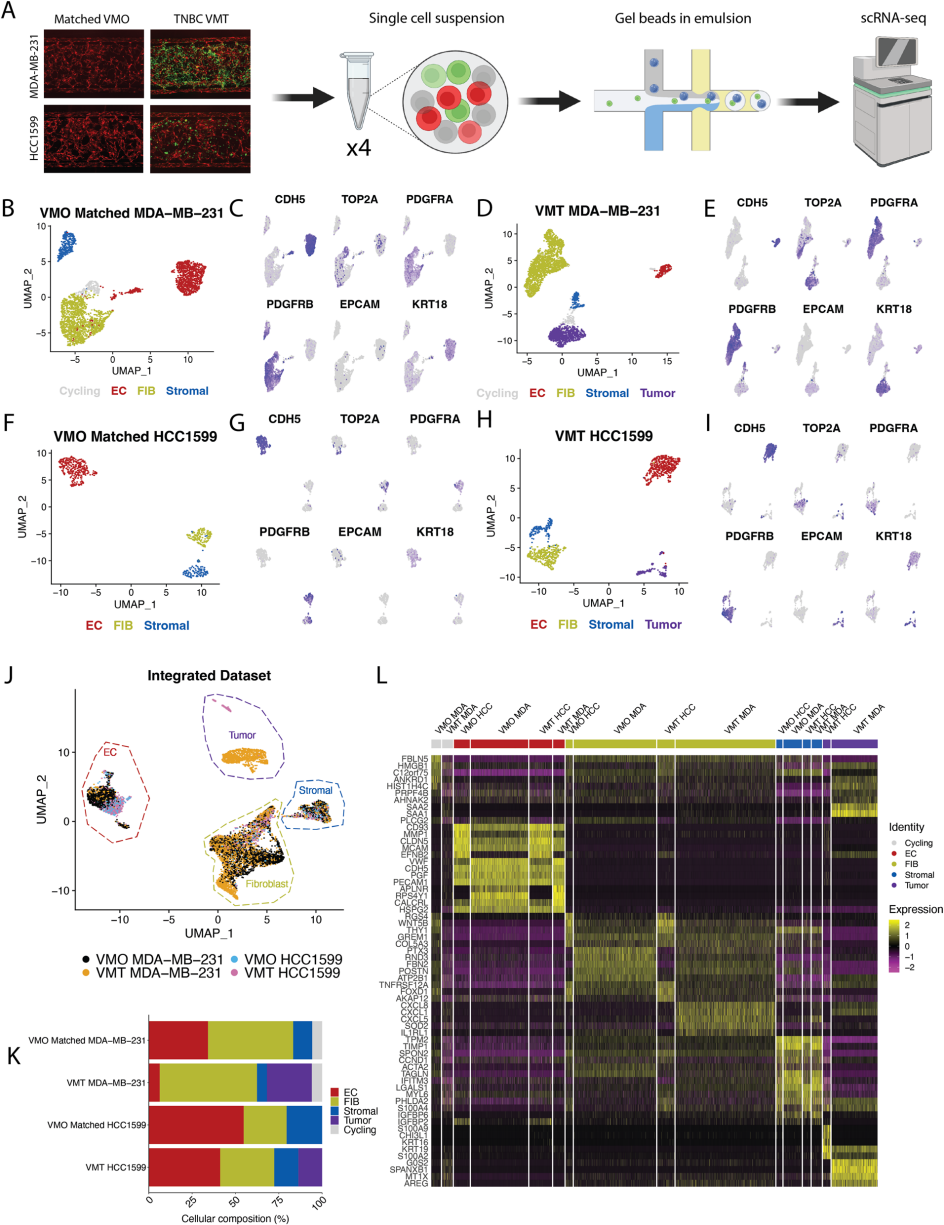
Single-cell RNA sequencing reveals transcriptomic shifts in triple-negative breast cancer VMTs and VMOs. **A** Schematic showing workflow of scRNA-seq. Matched VMO and VMT were established for TNBC cell lines MDA-MB-231 and HCC1599. Cells were isolated from each model and submitted for scRNA-seq. **B** UMAP of VMO matched to MDA-MB-231 VMT shows endothelial cells (ECs), fibroblasts, cycling cells and stromal cells are present as **C** shown with the expression of key marker genes. **D** UMAP of MDA-MB-231 VMT shows ECs, fibroblasts, stromal cells, cycling cells and tumors are present as **E** demonstrated with the expression of key marker genes. **F** UMAP of VMO matched to HCC1599 shows ECs, fibroblasts, and stromal cells are present as **G** demonstrated with the expression of key marker genes. **H** UMAP of HCC1599 VMT shows ECs, fibroblasts, stromal cells, and tumors are present as **I** shown with the expression of key marker genes. **J** Integrated dataset containing all cells from the VMO (MDA-MB-231), VMO (HCC1599), MDA-MB-231 VMT and HCC1599 VMT. **K** Proportions of different cell types from each dataset. **L** Heatmap showing top 5 DEGs from each cell type from each dataset in the integrated space

### Tumor-specific analysis highlights differences in TNBC cell populations within the VMT

To focus on TNBC cell populations within the VMT, we integrated the MDA-MB-231 VMT and HCC1599 VMT datasets and subset the tumor cells from the EPCAM+ or KRT18+ clusters in the individual datasets for further investigation. 

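Tumor cells of each VMT were clustered again at a resolution of 0.4, leaving out the genes the paper names for its tumor populations so that these did not shape the groups they describe. The 769 tumor cells of the MDA-MB-231 VMT fell into 4 sub-clusters of 354 cells (46.0%, median 91564 UMIs), 276 cells (35.9%, median 74838 UMIs), 110 cells (14.3%, median 51951.5 UMIs) and 29 cells (3.77%, median 117150 UMIs). The 127 tumor cells of the HCC1599 VMT fell into 3, of 46 cells (36.2%, median 943 UMIs), 43 cells (33.9%, median 1053 UMIs) and 38 cells (29.9%, median 24391 UMIs), so that the groups differ in depth before they differ in genes. At a resolution of 0.2 there were 3 in MDA-MB-231 and 2 in HCC1599, at 0.8 there were 8 and 3, and with doublets kept 5 and 3. The stress genes HSPA5 and DDIT3 were among the genes that led the sub-cluster of 276 cells.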

Through unbiased clustering, we discovered heterogeneity within the tumor populations in both MDA-MB-231 and HCC1599, resulting in three distinct populations in MDA-MB-231 and two populations in HCC1599 (Additional file 1: Fig. A2A). Differential gene expression analysis revealed notable differences among the cellular populations within both MDA-MB-231 and HCC1599 VMT models (Additional file 1: Fig. A2B). 

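DCN (ENSG00000011465) lies on chromosome 12 from 91140484 to 91183217 and GREM1 (ENSG00000166923) on chromosome 15 from 32718004 to 32745106. In the MDA-MB-231 VMT, a tumor sub-cluster of 29 cells had a median of 117150 UMIs, against 79445 in the other tumor cells and 43629.5 in fibroblasts, a ratio to the other tumor cells of 1.47. Its median Scrublet score was 0.0751, against 0.0194. All 40 genes of a fibroblast set without collagens and FN1 were raised in it, at a median of 17.1% of the fibroblast level (quartiles 14.1% to 21.4%). DCN was at 249.9 CPM (234 to 266) against 7.86 in the other tumor cells, and GREM1 at 129 CPM (118 to 141) against 3.93. EC genes were at a median of 0.141% of the EC level, and KRT18 was at 474 CPM (452 to 496) against 355.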

Interestingly, in MDA-MB-231 TNBC, we observed a subset of cancer cells with a transcriptional profile resembling that of stromal cells. These cells exhibited increased expression of matrix-associated genes such as collagens (*COL1A1, COL1A2, COL3A1, COL6A1, COL6A2, COL6A3*) and fibronectin (*FN1*). 

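COL1A2 (ENSG00000164692) lies on chromosome 7 from 94394895 to 94431227 and COL3A1 (ENSG00000168542) on chromosome 2 from 188974373 to 189012746. COL6A1 (ENSG00000142156) lies on chromosome 21 from 45981770 to 46005050 and COL6A2 (ENSG00000142173) on chromosome 21 from 46098112 to 46132848. COL6A3 (ENSG00000163359) lies on chromosome 2 from 237324003 to 237414328 and FN1 (ENSG00000115414) on chromosome 2 from 215360440 to 215436073. In the sub-cluster of 29 cells, levels were 1369.6 CPM (1333 to 1407) for COL1A1, 583 CPM (559 to 607) for COL1A2, 248 CPM (233 to 265) for COL3A1, 328 CPM (309.7 to 346) for COL6A1, 245 CPM (229.8 to 261) for COL6A2, 322 CPM (304 to 340.0) for COL6A3 and 1659 CPM (1619 to 1700.3) for FN1. The log2 folds over the other tumor cells were 4.55 (4.49 to 4.61), 4.26 (4.17 to 4.35), 3.91 (3.78 to 4.04), 2.58 (2.49 to 2.68), 3.14 (3.02 to 3.25), 3.03 (2.93 to 3.13) and 2.56 (2.52 to 2.60) in the same order. As a set, the collagens and FN1 reached a median of 13.1% of the fibroblast level. The sub-cluster kept 29 cells at resolutions of 0.2 and 0.8 and had 37 with doublets kept.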

Correspondingly, pathway analysis revealed an enrichment of processes related to extracellular matrix organization, collagen fibril organization, and cell–substrate adhesion (Additional file 1: Fig. A2C).

The cycling population of MDA-MB-231 demonstrated elevated expression of *MKI67* and *TOP2A*, along with pathway enrichment associated with cell proliferation, including nuclear division and spindle organization (Additional file 1: Fig. A2D). 

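MKI67 (ENSG00000148773) lies on chromosome 10 from 128096659 to 128126423. In the sub-cluster of 354 tumor cells, MKI67 was at 243 CPM (238 to 248) against 44.0 in the other tumor cells, a log2 fold of 2.47 (2.38 to 2.55). TOP2A was at 269 CPM (264 to 275) against 42.7, a fold of 2.66 (2.57 to 2.74). Both genes had been left out when the groups were formed, while other cell-cycle genes had not.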

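AMIGO2 (ENSG00000139211) lies on chromosome 12 from 47075707 to 47079959. AMIGO2 was at 255 CPM (248 to 262) in the sub-cluster of 276 tumor cells, against 155 in the other tumor cells of the MDA-MB-231 VMT, a log2 fold of 0.72 (0.67 to 0.77). The sub-cluster of 110 cells held 224 CPM (213 to 236), that of 354 cells 148 CPM (143 to 152) and that of 29 cells 103 CPM (93.5 to 114).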

The TNBC population of MDA-MB-231 exhibited upregulation of *AMIGO2*, which is implicated in cancer metastasis [28], and enhanced translational initiation (Additional file 1: Fig. A2E). Strikingly, and in contrast to published expression data from monolayer cultures [29, 30], MDA-MB-231 cells growing in the VMT lacked expression of the epithelial marker *EPCAM*, indicating transcriptional consistency with the invasive and migratory phenotype of MDA-MB-231 in the VMT. In contrast, HCC1599-1 displayed increased expression of basal epithelial markers (cytokeratins *KRT14*, *KRT15*, *KRT16*, *KRT17*) and *EPCAM*, accompanied by enrichment for keratinization processes (Additional file 1: Fig. A2F). 

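EPCAM in MDA-MB-231 tumor cells was at 10.1 CPM (9.30 to 10.9), and in HCC1599 tumor cells at 584 CPM (539.5 to 630.2). After thinning, 4.55% (3.19 to 6.27) of 769 tumor cells of MDA-MB-231 held a UMI (0 left out for depth), and in HCC1599 85.4% (70.8 to 94.4) of 41 tumor cells did (86 left out). The background in fibroblasts of the MDA-MB-231 VMT was 0 of 1856 fibroblasts, which allows a share of up to 0.162%. Without thinning the tumor shares were 50.1% and 57.5%. Monolayer cultures are not analysed here.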

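KRT14 (ENSG00000186847) lies on chromosome 17 from 41582279 to 41586895 and KRT15 (ENSG00000171346) on chromosome 17 from 41513745 to 41522529. KRT16 (ENSG00000186832) lies on chromosome 17 from 41609778 to 41615899 and KRT17 (ENSG00000128422) on chromosome 17 from 41619442 to 41624842. The deep sub-cluster of 38 HCC1599 tumor cells held KRT14 at 1678 CPM (1598 to 1761) against 15.9 in the other tumor cells, KRT15 at 1165 CPM (1099 to 1234) against 842 in the other tumor cells, KRT16 at 4144 CPM (4018 to 4273) against 556 and KRT17 at 2461 CPM (2364 to 2561) against 55.6. EPCAM was at 589 CPM (542 to 639) against 540.4, a log2 fold of 0.12 (-0.24 to 0.51). The other tumor cells had a median of 1031 UMIs, so the comparison is also one of deep with shallow cells.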

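COL4A1 (ENSG00000187498) lies on chromosome 13 from 110148963 to 110307157 and SPARC (ENSG00000113140) on chromosome 5 from 151661096 to 151686975. A sub-cluster of 43 HCC1599 tumor cells (median 1053 UMIs) held COL4A1 at 2255 CPM (1853 to 2718), SPARC at 1804 CPM (1447 to 2222) and FN1 at 1229.9 CPM (939 to 1583), against 13.2, 14.1 and 21.6 CPM in the other tumor cells. It also held the EC genes PECAM1 at 861 CPM (621 to 1164) and CLDN5 at 594 CPM (398 to 854). EPCAM was at 266 CPM (142 to 456) and KRT15 at 1496 CPM (1173 to 1882), while KRT14 had 0 of 48783 UMIs, which allows up to 61.5 CPM. A set of 50 EC genes reached a median of 38.7% of the EC level in it, and a set of 50 tumor genes 44.1% of the level of the deep tumor cells. All 43 cells held at least 2 UMIs of both sets, and at a resolution of 0.2 they shared 1 sub-cluster with the other shallow tumor cells.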

HCC1599-2 exhibited pathway enrichment associated with positive regulation of vascular development and extracellular matrix organization (Additional file 1: Fig. A2G), aligning with the tumor growth and vascular morphology patterns observed in HCC1599 VMT.

### A population of cells with a cancer-associated fibroblast (CAF) gene signature emerges from healthy breast tissue-derived stroma in MDA-MB-231 VMT

By subsetting fibroblasts from the integrated dataset, a distinct cellular population exhibiting a gene signature associated with cancer-associated fibroblasts (CAFs) emerges from the healthy breast tissue-derived stroma (Additional file 1: Fig. A3A) and demonstrates enrichment within the MDA-MB-231 VMT (Additional file 1: Fig. A3B). 

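The 4 lists of 100 genes that Table S3 gives for the fibroblast types were made by the authors from these same libraries, so they are not independent of them, and 5 genes are in more than 1 list. In fibroblasts of the MDA-MB-231 VMT over its VMO, the CAF list had a median log2 fold of 0.46 (0.43 to 0.48), above 100% of random lists, with 80 genes higher and 20 lower. With HCC1599 it was -0.083 (-0.13 to -0.057), above 0.0400% of random lists, and between the VMOs 0.36 (0.30 to 0.41), above 100% of random lists. The CAF list had the highest score of the 4 in 36.3% (34.1 to 38.5) of the fibroblasts of the MDA-MB-231 VMT, 5.64% (4.54 to 6.92) of its VMO, 2.97% (1.29 to 5.78) of the HCC1599 VMT and 5.22% (2.13 to 10.5) of its VMO. Of the alternatives, a minimum of 50 CPM moved the MDA-MB-231 median most, to 0.31. Clustered jointly without the listed and named genes, the fibroblasts gave 8 clusters; the CAF list led in cluster 4, of 521 cells, with a median fold of 1.53 over the other fibroblasts. Of these cells 89.6% came from the MDA-MB-231 VMT, so the cluster can stand for that library as well as for a cell type.

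**Figure D3:**
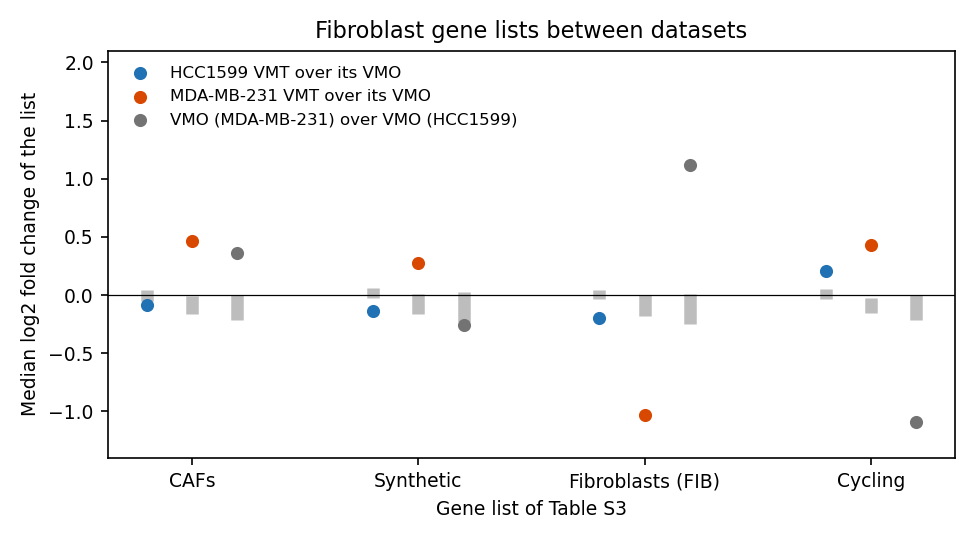
Median log2 fold of the 4 Table S3 lists in fibroblasts for the HCC1599 VMT over its VMO, the MDA-MB-231 VMT over its VMO and the MDA-MB-231 VMO over the HCC1599 VMO; grey bars hold the middle 95% of 10000 random lists of like expression.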

Notably, the MDA-MB-231 VMT displays an increased proportion of synthetic fibroblasts, while the HCC1599 VMT exhibits a significant enrichment of cycling fibroblasts (Additional file 1: Fig. A3B). 

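In fibroblasts, the synthetic list had a median log2 fold of 0.28 (0.26 to 0.28), above 100% of random lists, for the MDA-MB-231 VMT over its VMO and -0.14 (-0.15 to -0.10), above 0% of random lists, for HCC1599, beside -0.26 (-0.28 to -0.22) between the VMOs. The cycling list had 0.43 (0.41 to 0.45), above 100% of random lists, and 0.21 (0.18 to 0.24), above 100% of random lists, beside -1.09 (-1.12 to -1.05) between the VMOs. The synthetic list had the highest score in 36.5% (34.3 to 38.7) of the fibroblasts of the MDA-MB-231 VMT, 21.8% (19.7 to 23.9) of its VMO, 23.0% (18.2 to 28.5) of the HCC1599 VMT and 35.8% (27.7 to 44.6) of its VMO. The cycling list had it in 19.8% (18.0 to 21.7), 6.43% (5.25 to 7.78), 72.5% (66.7 to 77.7) and 56.7% (47.9 to 65.2) in the same order. The FIB list had it in 7.38% (6.23 to 8.67), 66.2% (63.7 to 68.5), 1.49% (0.407 to 3.76) and 2.24% (0.464 to 6.40); the 4 shares of a dataset add up to 100%, so a fall in one goes with a rise in others. Cells under 5000 UMIs were left out of these shares (10, 3, 52 and 1). A resolution of 1.2 moved the synthetic MDA-MB-231 median most, to 0.53.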

Expression profiles of differentially expressed genes included: cycling cells (*TOP2A*, *MKI67*), fibroblasts (*GATA3*, *FLRT2*), synthetic fibroblasts (synthetic) (*COL1A1*, *PCOLCE*, *SPARC*, *IGFBP7*), and cancer associated fibroblasts (CAFs) (*CCL2*, *CXCL8*, *MMP2*) (Additional file 1: Fig. A3C, Additional file 4: Table S3). 

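GATA3 (ENSG00000107485) lies on chromosome 10 from 8045378 to 8075198 and FLRT2 (ENSG00000185070) on chromosome 14 from 85530144 to 85654428. PCOLCE (ENSG00000106333) lies on chromosome 7 from 100602363 to 100608175 and IGFBP7 (ENSG00000163453) on chromosome 4 from 57030773 to 57110385. CCL2 (ENSG00000108691) lies on chromosome 17 from 34255274 to 34257208. In the joint fibroblast clusters, cluster 5 (461 cells, 79.8% from the MDA-MB-231 VMT) held TOP2A at 371 CPM (364 to 379) and MKI67 at 319 CPM (312 to 326), with 392 CPM and 453 CPM in the shallow cluster 8 (46 cells), and cluster 3 (556 cells, 97.3% from the MDA-MB-231 VMO) held GATA3 at 122 CPM (118 to 127) and FLRT2 at 265 CPM (259 to 271). Cluster 1 (951 cells, 93.2% from the MDA-MB-231 VMT), where the synthetic list had its highest median fold, 0.36, held COL1A1 at 9019 CPM (8991 to 9046), PCOLCE at 88.4 CPM (85.7 to 91.1), SPARC at 2252 CPM (2239 to 2266) and IGFBP7 at 125 CPM (122 to 128). COL1A1 and SPARC were higher in cluster 6, at 10750.5 CPM (10691 to 10809.8) and 3074 CPM (3043 to 3106), and IGFBP7 in cluster 2, at 198 CPM (194 to 202). Cluster 4 held CCL2 at 544 CPM (533 to 556), CXCL8 at 1137 CPM (1119 to 1154) and MMP2 at 1006 CPM (990.0 to 1023), against 204 CPM, 723 CPM and 319 CPM in cluster 1. In cluster 4 the immune receptor gene IL1RL1 was at 2106 CPM (2083 to 2129.9).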

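AEBP1 (ENSG00000106624) lies on chromosome 7 from 44104345 to 44114562 and COL11A1 (ENSG00000060718) on chromosome 1 from 102876467 to 103108872. COL12A1 (ENSG00000111799) lies on chromosome 6 from 75084326 to 75206267 and EDNRA (ENSG00000151617) on chromosome 4 from 147480917 to 147544954. FAP (ENSG00000078098) lies on chromosome 2 from 162170684 to 162245151. In cluster 4 of the fibroblasts, levels were 151 CPM (145 to 157) for AEBP1, 187 CPM (179.7 to 194) for COL11A1, 396 CPM (386 to 406) for COL12A1, 929 CPM (913 to 944) for CXCL1, 57.4 CPM (53.6 to 61.4) for EDNRA and 138 CPM (132 to 144) for FAP. Cluster 1 held 63.2 CPM, 145 CPM, 179.7 CPM, 545 CPM, 29.2 CPM and 129 CPM in the same order. EDNRA was higher in cluster 6 (364 cells, mostly of the HCC1599 datasets), at 72.5 CPM (67.7 to 77.5), and FAP in cluster 2 (874 cells), at 143 CPM (139 to 146), and cluster 8 (46 cells, median 818 UMIs), at 165 CPM (71.2 to 325). Over all fibroblasts, the log2 fold of COL11A1 was 0.50 (0.46 to 0.55) with MDA-MB-231 and -2.39 (-3.37 to -1.50) with HCC1599. As means over cells with a pseudocount of 10 CPM these folds were 0.62 and -0.79, and 0.43 (0.35 to 0.48) and -0.64 (-0.92 to -0.45) among cells matched on depth and mitochondrial share, with the lowest and highest of 20 draws in parentheses.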

As shown in Additional file 1: Fig. A3D, additional CAF markers *AEBP1*, *COL11A1*, *COL12A1*, *CXCL1*, *EDNRA*, and *FAP* [12] are upregulated in the CAF population compared to the other fibroblast types. Differential gene expression analyses further revealed distinct patterns in gene transcription among different fibroblast subtypes (Additional file 1: Fig. A3E).

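SERPINE2 (ENSG00000135919) lies on chromosome 2 from 223975045 to 224039318. SERPINE2 was at 1477 CPM (1458 to 1497) in cluster 4 of the fibroblasts, 1913 CPM (1869 to 1957) in cluster 7 (77 cells) and 136 CPM (132 to 139) in cluster 1. Over all fibroblasts its log2 fold was 0.11 (0.084 to 0.13) with MDA-MB-231 and -0.10 (-0.23 to 0.034) with HCC1599, and with MDA-MB-231 it changed direction at a resolution of 1.2, to -0.082, and without doublet removal, to -0.055. MMP2 was at 799 CPM (771 to 828) in cluster 7 and 284 CPM (279 to 289) in cluster 2.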

CAFs exhibited heightened expression of CAF-associated genes, such as *SERPINE2* and *MMP2*, which are involved in cell chemotaxis and extracellular matrix (ECM) remodeling (Additional file 1: Fig. A3F). Conversely, synthetic fibroblasts displayed elevated expression of genes related to ECM organization and collagen deposition, including *COL1A1/2*, *COL3A1*, *COL4A1*, and *COL5A1/3* (Additional file 1: Fig. A3G). 

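COL5A1 (ENSG00000130635) lies on chromosome 9 from 134641803 to 134844843 and COL5A3 (ENSG00000080573) on chromosome 19 from 9959561 to 10010504. Cluster 1 of the fibroblasts held COL1A2 at 5095 CPM (5075 to 5116), COL3A1 at 2779 CPM (2764 to 2795), COL4A1 at 677 CPM (669 to 684), COL5A1 at 592 CPM (585 to 599) and COL5A3 at 249 CPM (244 to 253). COL4A1 and COL5A3 were higher in cluster 6, at 869 CPM (852 to 886) and 384 CPM (373 to 396), and COL5A1 in cluster 2, at 699.7 CPM (692 to 708). Cluster 4 held 1766 CPM, 891 CPM, 278 CPM, 229 CPM and 50.1 CPM, and COL1A1 at 2331 CPM (2306 to 2355). Over all fibroblasts with MDA-MB-231, COL1A1 had a log2 fold of -0.027 (-0.032 to -0.022), which changed direction at a resolution of 1.2, to 0.39, and with doublets kept, to 0.38. It was 0.080 under TMM scaling and 0.046 without ribosomal protein and mitochondrial genes in the total, which moved the median of all fibroblast genes from -0.12 to -0.015 and -0.052, and so do not bear on COL1A1 alone. COL1A2, COL3A1 and COL4A1 had folds of 0.16 (0.15 to 0.16), 1.04 (1.03 to 1.06) and 0.17 (0.15 to 0.19). COL5A1 had -0.28 (-0.30 to -0.26), with 0.15 at a resolution of 1.2 and 0.11 without doublet removal, and COL5A3 had 0.054 (0.021 to 0.087), with -0.0016 under log-normalization.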

Cycling fibroblasts exhibited increased expression of cell cycle genes and demonstrated enrichment in mitotic processes (Additional file 1: Fig. A3H). Moreover, fibroblasts exhibited upregulation of *FGF2* and biological pathways associated with responses to nutrients and external stimuli (Additional file 1: Fig. A3I).

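The cycling list had a median log2 fold of 2.02 in cluster 5 over the other fibroblasts, with all 100 genes higher, and of 0.96 in cluster 6, also with all 100 higher. Cluster 8 (46 cells, 41 of the HCC1599 VMT, median 818 UMIs) lay between them, at 1.42 with 90 of 100 genes higher, and held TOP2A at 392 CPM (236 to 612) and MKI67 at 453 CPM (284 to 687), on 19 and 22 UMIs. Cluster 6 held 110 cells of the HCC1599 VMO and 245 of its VMT, so the HCC1599 fibroblasts as a whole stood higher on this list than those of the MDA-MB-231 datasets. TOP2A was at 90.8 CPM (85.4 to 96.4) in cluster 6.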

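FGF2 (ENSG00000138685) lies on chromosome 4 from 122826682 to 122898236. FGF2 was at 565 CPM (556 to 574) in cluster 3, where all 100 genes of the FIB list were higher than in the other fibroblasts, with a median log2 fold of 1.15, and at 169 CPM (165 to 173) in cluster 1 and 201 CPM (194 to 208) in cluster 4. Over all fibroblasts the FIB list had a median fold of -1.03 (-1.04 to -1.003) with MDA-MB-231, -0.20 (-0.22 to -0.17) with HCC1599 and 1.12 (1.09 to 1.17) between the VMOs, and FGF2 had -1.12 (-1.15 to -1.09), -0.44 (-0.59 to -0.29) and 1.48 (1.36 to 1.59).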

### Pseudotime analysis of the EC subset unveils a tumor-associated EC signature enrichment within the MDA-MB-231 VMT

A comparative analysis of ECs in the MDA-MB-231 VMT and corresponding VMO scRNA-seq datasets identified pathways that potentially contribute to the observed vascular disruption in the VMT (Additional file 1: Fig. A4). The ECs from both the VMO and VMT datasets were subset and integrated using scMC [21]. 

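The ECs of the MDA-MB-231 VMT were compared with those of its VMO as whole populations, 243 cells and 1024 cells, and not by the clusters of the paper. Over 3397 genes of at least 50 CPM, the median log2 fold was -0.059 and the correlation of log2 CPM 0.976, against 0.990 for the ECs of the HCC1599 VMT and its VMO.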

Through unsupervised clustering, three distinct clusters were identified (Additional file 1: Fig. A4A and B): one primarily composed of cells from VMO (EC_Normal), another predominantly composed of cells from VMT (EC_Tumor), and a third cluster consisting of cells from both datasets (EC_Cycling). Pathway analysis conducted on the EC_Normal group revealed an increased activity of receptor–ligand interactions and solute carrier family genes associated with the transport of substances across the plasma membrane (Additional file 1: Fig. A4C). Conversely, the EC_Tumor group exhibited elevated matrix metalloproteinase (MMP) activity, as well as cytokine and chemokine activity, suggesting that these ECs may disrupt the surrounding vascular niche (Additional file 1: Fig. A4D). 

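Of 368 solute carrier genes, 138 had at least 10 CPM in ECs, and their median log2 fold of the MDA-MB-231 VMT over its VMO was -0.041 (-0.070 to -0.016), above 14.5% of random lists, with 58 genes higher and 80 lower. Between the VMOs it was -0.16 (-0.17 to -0.092). With ribosomal protein and mitochondrial genes left out of the total it was 0.0052, where the median of all EC genes of at least 50 CPM also moved, from -0.059 to -0.017; the other 9 alternatives left it below 0. Among ECs matched on depth and mitochondrial share the median was -0.12 (-0.15 to -0.10 as the range of 20 draws).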

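IL32 (ENSG00000008517) lies on chromosome 16 from 3065297 to 3082192 and IL17D (ENSG00000172458) on chromosome 13 from 20702127 to 20723098. In ECs of the MDA-MB-231 VMT over its VMO, 7 of the 23 MMP genes passed the minimum of 10 CPM, with a median log2 fold of 0.031 (-0.082 to 0.11), above 74.3% of random lists, with 4 genes higher and 3 lower; the mean over cells moved it most, to -0.076. The chemokine genes, 6 of 43, had a median of 1.59 (1.49 to 1.68), above 100% of random lists, with 6 genes higher and 0 lower, and the mean over cells moved it most, to 2.21. Of 40 interleukin genes 2 passed, IL32 at a fold of 0.55 (0.50 to 0.60) and IL17D at -1.16 (-1.54 to -0.80), with a median of -0.086 (-0.19 to 0.017) that became 0.54 at a minimum of 50 CPM, where IL32 alone was left. Between the VMOs the medians were -0.67 (-0.78 to -0.53), 0.18 (0.042 to 0.32) and 0.74 (0.64 to 0.85). Matched ECs gave -0.19 (-0.24 to -0.10) for the MMP genes and 1.68 (1.27 to 2.06) for the chemokines, where parentheses hold the range of 20 draws. From its pathway analysis the paper proposes that these ECs disturb the niche around them; the counts here are of RNA and hold no measure of enzyme or cytokine activity.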

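TOP2A in ECs was at 66.7 CPM (64.0 to 69.6) in the MDA-MB-231 VMO and 19.0 CPM (15.7 to 22.7) in the MDA-MB-231 VMT. After thinning, 6.59% (5.06 to 8.40) of 911 ECs and 5.71% (2.99 to 9.77) of 210 ECs held a UMI of it, with 113 and 33 left out for depth, and 13.0% and 13.6% without thinning; stromal cells gave a background of 1.88% (0.691 to 4.04) of 320 stromal cells and 2.27% (0.623 to 5.72) of 176 stromal cells. The log2 fold was -1.82 (-2.09 to -1.55), and it changed direction under log-normalization, to 2.49, and with each cell named on its own, to 1.98. Of the 372 cells in the cycling class of the VMT, 30 scored highest for EC markers, and 0 of 171 did in the VMO.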

Lastly, a shared group of cells appeared to be proliferating or cycling (Additional file 1: Fig. A4E).

ECs from MDA-MB-231 VMT and corresponding VMO were mapped onto a pseudotime using Monocle v2 (Additional file 1: Fig. A4F). The three EC clusters were further subdivided across five branch points (Additional file 1: Fig. A4F–G). Of particular interest was one branch in the pseudotime trajectory, primarily composed of cells from the tumor (Additional file 1: Fig. A4F, branch marked with asterisks). To gain deeper insights into the genes influencing this branch and causing its divergence, thereby driving the trajectory split, we performed branch expression analysis modeling (BEAM) using Monocle. For this analysis, branch point two was chosen as the reference for comparing gene expression. BEAM employs two negative binomial general linear models to assess the likelihood of a gene being branch-specific [31]. This approach helps identify genes contributing to a specific branch. 

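MMP14 (ENSG00000157227) lies on chromosome 14 from 22836560 to 22849041 and MMP15 (ENSG00000102996) on chromosome 16 from 58025754 to 58046901. MMP17 (ENSG00000198598) lies on chromosome 12 from 131828393 to 131851783 and MMP28 (ENSG00000271447) on chromosome 17 from 35756249 to 35795707. MMP16 (ENSG00000156103) lies on chromosome 8 from 88032011 to 88328025 and ADAMTS7 (ENSG00000136378) on chromosome 15 from 78759206 to 78811464. ADAMTS4 (ENSG00000158859) lies on chromosome 1 from 161184302 to 161199054 and ADAMTS9 (ENSG00000163638) on chromosome 3 from 64515654 to 64688000. ADAMTS6 (ENSG00000049192) lies on chromosome 5 from 65148738 to 65481920 and ADAMTS1 (ENSG00000154734) on chromosome 21 from 26835755 to 26845409. ADAMTS18 (ENSG00000140873) lies on chromosome 16 from 77247813 to 77435034. For the MMP genes of at least 10 CPM in ECs of the MDA-MB-231 VMT or its VMO, the log2 folds of VMT over VMO were 0.58 (0.51 to 0.65) for MMP14, 0.58 (0.28 to 0.88) for MMP15, 0.16 (-0.20 to 0.50) for MMP17, 0.033 (-0.064 to 0.13) for MMP1, -0.078 (-0.13 to -0.028) for MMP2, -0.73 (-1.18 to -0.31) for MMP28 and -0.80 (-1.04 to -0.57) for MMP16. Of 19 ADAMTS genes 6 passed the minimum, with 0.99 (0.89 to 1.09) for ADAMTS7, 0.86 (0.74 to 0.99) for ADAMTS4, 0.63 (0.53 to 0.74) for ADAMTS9, -0.24 (-0.42 to -0.058) for ADAMTS6, -0.80 (-1.05 to -0.57) for ADAMTS1 and -2.11 (-2.40 to -1.84) for ADAMTS18. Their median, with a pseudocount of 10 CPM, was 0.19 (0.10 to 0.28), above 99.7% of random lists. A minimum of 50 CPM moved that median most, to 0.58, and among matched ECs it was -0.035 (-0.21 to 0.064 as the range of 20 draws). Between the VMOs the ADAMTS median was 0.065 (-0.025 to 0.16). Pseudotime was not rebuilt here.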

The genes associated with the EC tumor branch (see Additional file 1: Fig. A4H, right-hand side of heatmap) exhibited significant overlap with those identified during pathway analysis, including several MMPs and ADAMTS genes. This finding further highlights the disruption of the vascular niche due to interactions between ECs and MDA-MB-231 TNBC cells.

### Tumor–stromal drug targets were identified by analyzing integrated datasets from VMO to VMT

To further elucidate the transcriptomic shifts between matched VMO and VMT datasets, each pair was integrated with scMC [21] (Additional file 1: Fig. A5). 

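ACTA2 (ENSG00000107796) lies on chromosome 10 from 88935074 to 88991339 and TAGLN (ENSG00000149591) on chromosome 11 from 117199370 to 117207464. Stromal cells of the MDA-MB-231 datasets held ACTA2 at 275 CPM (259.7 to 290.0) in the MDA-MB-231 VMO and 209.7 CPM (193 to 228) in the MDA-MB-231 VMT and TAGLN at 3765 CPM (3709.8 to 3821) in the MDA-MB-231 VMO and 2914 CPM (2851 to 2978) in the MDA-MB-231 VMT. Fibroblasts held ACTA2 at 235 CPM (231 to 238) and 139 CPM (136 to 141), and TAGLN at 1308 CPM (1299.7 to 1316) and 716 CPM (710.0 to 721). The fibroblast class holds clusters with smooth muscle genes among their 10 of highest fold: 195 cells of the VMO with NOTCH3 and ACTA2 (mean marker score 0.911 for stromal cells and 1.02 for fibroblasts) and 614 cells of the VMT with TAGLN and ACTA2 (0.768 and 0.954). The fibroblast levels of ACTA2 and TAGLN thus depend on how these clusters are named. So do the fibroblast and stromal shares of these datasets. The same holds for fibroblast levels of other genes that lead these clusters, such as COL11A1 in the VMO and COL5A3 in both. PDGFRB was at 139.7 CPM (129 to 151) and 95.8 CPM (84.6 to 108) in stromal cells and at 334 CPM (330.0 to 338) and 289 CPM (286 to 293) in fibroblasts.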

Integration of MDA-MB-231 VMT and its matched VMO datasets revealed five cell types: ECs, fibroblasts, pericytes, tumor, and cycling cells, as confirmed by the expression of known marker genes (Additional file 1: Fig. A5A and B). In order to identify dysregulated cell–cell communication that might be impacting the vascular niche, we employed LIANA [32] on the individual datasets. LIANA runs multiple cell–cell communication pipelines and compiles the results. The cell–cell communication between MDA-MB-231 VMO and VMT was compared. Results were filtered based on the probability of strong cell–cell communication, revealing that fibroblasts in the VMO communicate with EC through ANGPTL1–TEK (Tie2) signaling. 

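ANGPTL1 (ENSG00000116194) lies on chromosome 1 from 178849535 to 178871077 and TEK (ENSG00000120156) on chromosome 9 from 27109141 to 27230174. In the MDA-MB-231 VMO, ANGPTL1 was at 7.53 CPM (6.93 to 8.17) in fibroblasts and 0.487 CPM (0.278 to 0.790) in ECs, and TEK at 88.3 CPM (85.1 to 91.6) in ECs and 0.699 CPM (0.525 to 0.911) in fibroblasts. After thinning, 3.74% (2.84 to 4.82) of 1525 fibroblasts held a UMI of ANGPTL1 (3 left out for depth), against 0.439% (0.120 to 1.12) of 911 ECs as background. For TEK, 34.6% (31.5 to 37.8) of 911 ECs did (113 left out), against 0.590% (0.270 to 1.12) of 1525 fibroblasts. Without thinning the shares were 25.3% of fibroblasts for ANGPTL1 and 79.5% of ECs for TEK.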

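A score was computed from the CPM of ligand and receptor, as the square root of their product over that root plus the mean CPM of detected genes. It has the form of the score of SingleCellSignalR, one of the methods LIANA gathers, which takes log-normalized means instead, so the values are not those of that method. For ANGPTL1 in fibroblasts and TEK in ECs it was 0.384 (0.369 to 0.398) in the MDA-MB-231 VMO and 0.336 (0.315 to 0.357) in its VMT. Leaving ribosomal protein and mitochondrial genes out of the total moved these most, to 0.459 and 0.418. The score measures RNA of the pair and not signaling.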

Importantly, this signaling was significantly downregulated in the VMT (Additional file 1: Fig. A5C). Specifically, fibroblasts from the VMO were found to communicate with EC in the VMO through ANGPTL1–TEK signaling. To validate these interactions, we evaluated the expression of ANGPTL1 and TEK in the integrated dataset, both of which showed decreased expression in the VMT (Additional file 1: Fig. A5D). 

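In the MDA-MB-231 VMT, ANGPTL1 in fibroblasts was at 3.92 CPM (3.51 to 4.36), a log2 fold of -0.94 (-1.14 to -0.75) over the VMO, and 1.78% (1.23 to 2.49) of 1856 fibroblasts held a UMI after thinning (10 left out; 13.8% without thinning). TEK in ECs was at 107 CPM (99.01 to 115), a fold of 0.28 (0.15 to 0.40), and 40.0% (33.3 to 47.0) of 210 ECs held a UMI (33 left out; 76.5% without thinning). Background shares in the VMT were 0 of 210 ECs, which allows a share of up to 1.43%, for ANGPTL1 and 0.0539% (0.00136 to 0.300) of 1856 fibroblasts for TEK. Among matched ECs the TEK fold was 0.11 (0.026 to 0.22 as the range of 20 draws), and log-normalization gave 0.15. The VMOs differed by folds of 2.68 (1.55 to 4.13) for ANGPTL1 and 0.23 (0.083 to 0.38) for TEK. The TEK level is per EC and leaves out that ECs were 32.3% of the VMO and 7.06% of the VMT. Tie2 protein, which the paper reports as lower in the VMT by staining, was not measured here.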

The potentially reduced TEK signaling observed in MDA-MB-231 VMT suggests an impairment in vascular maturation and stabilization, as TEK signaling is essential for these processes [33, 34]. 

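In the HCC1599 datasets the ANGPTL1-TEK score was 0.14998 (0.0924 to 0.214) in the VMO and 0.168 (0.120 to 0.221) in the VMT, on 6 and 11 UMIs of ANGPTL1 in fibroblasts. TEK in ECs was at 75.3 CPM (68.3 to 82.8) in the HCC1599 VMO and 75.7 CPM (68.6 to 83.2) in the HCC1599 VMT. From the lower expression in the VMT and the known part of TEK in vessel maturation, the paper proposes that maturation and stabilization are impaired in the MDA-MB-231 VMT. Its further evidence, from images of the vessels, Tie2 staining and razuprotafib treatment, is not examined here.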

And indeed, this is what we saw in the MDA-MB-231 VMTs (Fig. 1C).

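With the settings used throughout, no cluster of the HCC1599 datasets was named cycling, and TOP2A lay within the other classes. Log-normalization named 92 cycling cells in the VMO and 129 in the VMT, naming each cell on its own gave 83 and 150, and a mitochondrial maximum of 10% gave 67 in the VMT. TOP2A was at 98.4 CPM (90.0 to 107) in fibroblasts, 60.6 CPM (54.3 to 67.4) in ECs and 14.5 CPM (8.30 to 23.6) in stromal cells of the HCC1599 VMO, and at 91.6 CPM (85.2 to 98.3) in fibroblasts, 34.7 CPM (30.0 to 39.9) in ECs and 9.04 CPM (4.67 to 15.8) in stromal cells of the HCC1599 VMT; HCC1599 tumor cells held 308 CPM (276 to 342). ACTA2 was at 746 CPM (696 to 799) and 491 CPM (454 to 530.1) in stromal cells of the VMO and the VMT, and at 181 CPM (169 to 193) and 133 CPM (125 to 141) in fibroblasts.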

A similar approach was undertaken for matched HCC1599 datasets, integrating the VMO and VMT datasets, which revealed four cell types: ECs, fibroblasts, pericytes, and tumor cells, as evidenced by the expression of cell type-specific marker genes (Additional file 1: Fig. A5E and F). The cell–cell communication between HCC1599 VMT and VMO was compared, with the filtered results including only interactions unique to the HCC1599 VMT dataset. Notably, one of the top pathways identified was ERBB3/HER3 signaling. To assess the strength of HER3/ERBB3 signaling in both VMO and VMT HCC1599, clusterProfiler [35] was employed (Additional file 1: Fig. A5G). 

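NRG1 (ENSG00000157168) lies on chromosome 8 from 31639222 to 32855666 and AREG (ENSG00000109321) on chromosome 4 from 74445136 to 74455005. In the HCC1599 VMT, NRG1 was at 40.6 CPM (36.4 to 45.2) in fibroblasts and 0 of 1112171 UMIs, which allows up to 2.70 CPM, in tumor cells, and AREG at 63.5 CPM (58.2 to 69.1) and 23.4 CPM (15.3 to 34.3). NRG1 in fibroblasts of the VMO was at 34.7 CPM (29.8 to 40.2), a log2 fold of VMT over VMO of 0.23 (-0.039 to 0.50).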

The analysis revealed that ERBB3 signaling was exclusively present in the VMT dataset, with fibroblasts and tumors acting as ligand sources for the receptor on the tumor population. To test the validity of these findings, we examined the expression of the ligand–receptor pair AREG-ERBB3 (Additional file 1: Fig. A5H). 

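AREG in fibroblasts was at 139 CPM (129 to 149.6) in the HCC1599 VMO, a log2 fold of VMT over VMO of -1.13 (-1.30 to -0.97), and at 5.14 CPM (3.44 to 7.38) and 7.09 CPM (5.06 to 9.65) in ECs of the VMO and the VMT. After thinning, 23.9% (16.9 to 32.0) of 134 fibroblasts of the VMO and 14.1% (10.2 to 18.9) of 269 fibroblasts of the VMT held a UMI (1 and 52 left out), against 2.52% (1.02 to 5.12) of 278 ECs and 1.93% (0.779 to 3.93) of 363 ECs as background; without thinning the fibroblast shares were 51.1% and 34.9%. With MDA-MB-231 the fibroblast fold was 1.09 (1.04 to 1.14), and between the VMOs -1.22 (-1.33 to -1.10). As means over cells with a pseudocount of 10 CPM the folds were -0.95 with HCC1599 and 1.02 with MDA-MB-231, and -1.23 (-1.77 to -0.65) and 0.65 (0.50 to 0.70) among fibroblasts matched on depth and mitochondrial share, where parentheses hold the range of 20 draws. Log-normalization moved the unmatched HCC1599 fold most, to -0.33.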

AREG expression was predominantly found in fibroblasts, with slightly higher expression from cells originating from the VMT. Conversely, ERBB3 expression was limited to cells derived from the VMT, primarily observed in the tumor population. Collectively, these findings support the hypothesis that AREG-ERBB3 signaling may contribute to tumor growth in HCC1599 VMT.

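ERBB3 (ENSG00000065361) lies on chromosome 12 from 56076799 to 56103505. ERBB3 was at 144 CPM (122 to 168) in HCC1599 tumor cells, 1.95 CPM (0.973 to 3.49) in ECs and 0.361 CPM (0.0744 to 1.05) in fibroblasts of the VMT, and at 0 of 5644965 UMIs, which allows up to 0.531 CPM, in ECs of the VMO. After thinning, 41.5% (26.3 to 57.9) of 41 tumor cells held a UMI, with 86 shallower tumor cells left out; without thinning 34.6% of all tumor cells did. Backgrounds in the VMT were 0.275% (0.00697 to 1.53) of 363 ECs and 0.372% (0.00941 to 2.05) of 269 fibroblasts. MDA-MB-231 tumor cells held 1.70 CPM (1.40 to 2.05).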

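By the same score, AREG in fibroblasts with ERBB3 in tumor cells gave 0.659 (0.631 to 0.686) in the HCC1599 VMT and 0.267 (0.247 to 0.287) in the MDA-MB-231 VMT. AREG from the tumor cells themselves gave 0.540 (0.467 to 0.606) and 0.425 (0.4002 to 0.449), and NRG1 from fibroblasts 0.607 (0.575 to 0.638) and 0.0915 (0.0811 to 0.103). The alternative that moved the HCC1599 value most, a mitochondrial maximum of 10%, gave 0.571. The receptor has no counterpart in a dataset without tumor cells, so the score has no VMO value. From the expression of the pair the paper proposes that it contributes to tumor growth in the HCC1599 VMT. Growth was not measured in these libraries. The paper's further evidence, from drug treatment of the VMT and staining of phosphorylated HER3, is not examined here.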

### VMTs recapitulate the tumor microenvironment of clinical TNBC

To validate the clinical utility of the VMT as a tool for identifying therapeutically targetable pathways in TNBC, scRNA-seq datasets derived from primary TNBC samples were integrated with the VMT datasets. Single-cell transcriptomic comparison of VMTs with primary samples was conducted to verify whether the ANGPTL1–TEK and AREG-ERBB3 ligand–receptor pair correlations in MDA-MB-231 VMT and HCC1599 VMT and VMOs exhibited comparable patterns of decreased and increased expression, respectively, in clinical specimens. Patient samples from 3 publications [36–38] that included 17 TNBC patients were integrated with both the HCC1599 and MDA-MB-231 VMTs using scMerge [39] (Fig. 3). Integration of the datasets resulted in the identification of 12 distinct cell types (Fig. 3A), which were consistently observed across most samples (Fig. 3B, C). Cell type identities were assigned based on the expression patterns of established marker genes.

To conduct a focused comparison between the TNBC microenvironment of VMTs vs. clinical TNBC, we selectively extracted the fibroblasts, ECs, and epithelial cancer cells from each dataset (Fig. 3D). The subset data were then integrated to facilitate a direct comparison between the VMT and primary TNBC datasets. The cells predominantly formed clusters based on their cell type, and cells from each dataset seamlessly integrated with one another (Fig. 3D). Cell–cell communication was then performed using LIANA. When comparing the signaling between the clinical specimens and VMTs with the healthy control VMO (MDA-MB-231) dataset, it was observed that ANGPTL1–TEK signaling was more highly expressed in the VMO dataset (Fig. 3F), in comparison with either the VMT or the clinical samples, indicating that the expression patterns in the VMTs resembled those found in the clinical specimens. Similarly, when comparing the signaling to the VMO (HCC1599) healthy control, we found that ERBB3 signaling was solely detected in the clinical and VMT integrated dataset (Fig. 3H), and not in the corresponding VMO control. The visualization of individual ligand–receptor pairs across datasets allowed us to assess the contribution of each dataset in terms of the cell types producing those transcripts (Fig. 3G–I). For ANGPTL1–TEK, there was a nominal expression of ANGPTL1 in the fibroblast populations that appeared slightly increased compared to the VMTs. For TEK, there seemed to be a somewhat increased expression in the Geldoff EC dataset; however, there was no significant interaction between angiopoietins and TEK. For the AREG and ERBB3 signaling pathway, there was expression of AREG across all the cell types and datasets, supporting its role in signaling to ERBB3, which is expressed exclusively in the tumor epithelial cells. Indeed, targeted HER3 therapeutic approaches may have potential in TNBC [40, 41]. The consistency observed between the VMT and clinical datasets indicates that these therapeutic options show promise for treating patients’ disease.

**Fig. 3:**
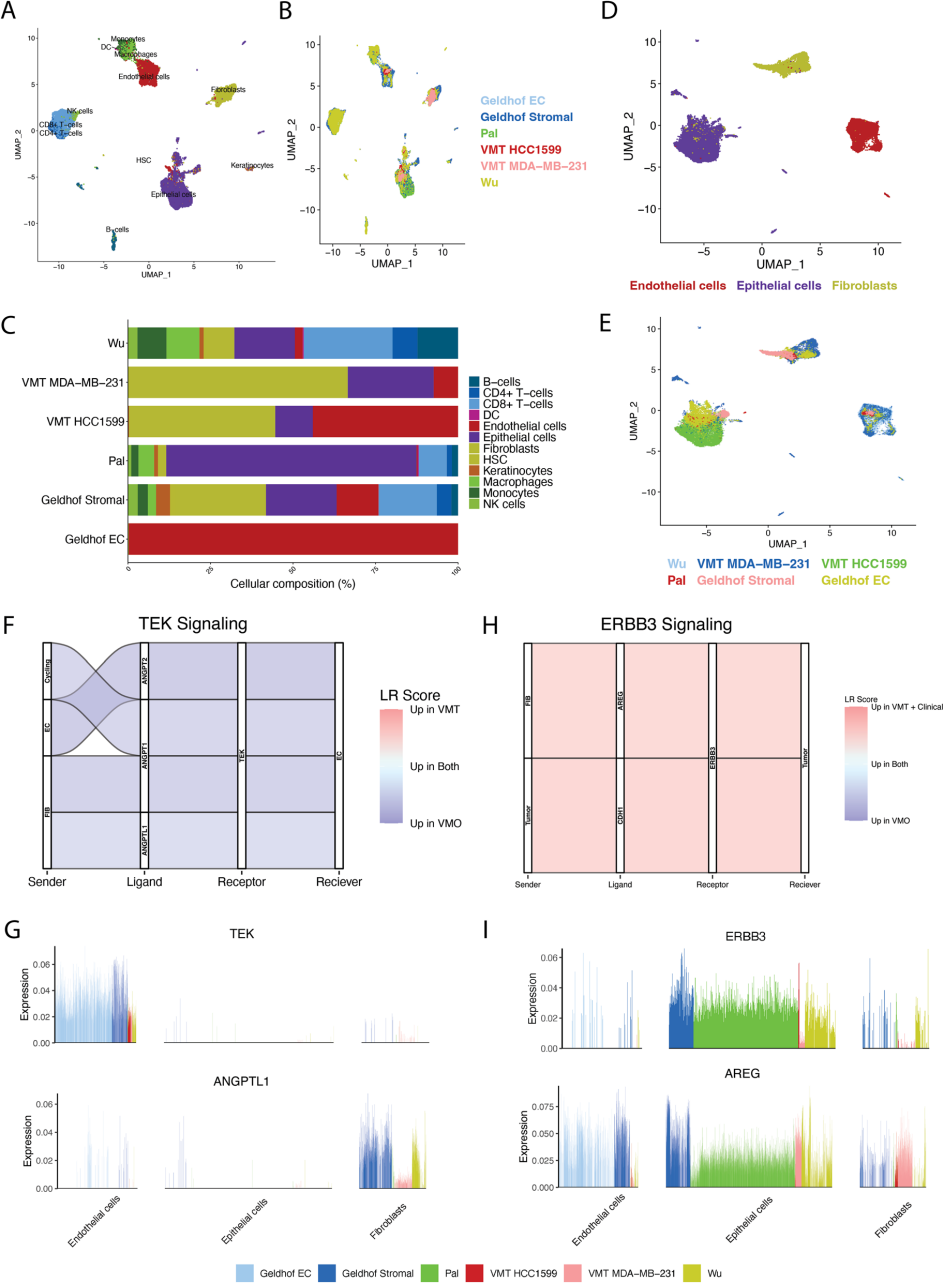
VMTs recapitulate the tumor microenvironment and tumor–stromal signaling pathways of clinical TNBC. **A** Integration of VMT HCC1599 and VMT MDA-MB-231 with clinical datasets from three different papers reveals numerous cell types found in patients, including immune cells. **B** Subset shows distribution of datasets in the integrated dimensional space. **C** Proportion of each cell type found in each dataset. **D** Integration of only the cell types found in the VMT **E** shows that the VMT maps well to patient data. **F** Angiopoietin-1 receptor (TEK/Tie2) cell–cell communication comparing the strength of the signaling between the VMO and VMT + clinical samples. Sender = cell type that produces the ligand, Receiver = cell type that produces the receptor. **G** Expression of TEK and TEK ligand angiopoietin like 1 (ANGPTL1) in the integrated dataset. Each bar refers to the expression in a single cell. **H** Erb-B2 Receptor Tyrosine Kinase 3 (ERBB3/HER3) cell–cell communication comparing the strength of the signaling between the VMO and VMT + clinical samples. **I** Expression of ERBB3 and ERBB3 ligand amphiregulin (AREG) in the integrated dataset

### Targeting dysregulated Angptl1/Tek tumor-EC signaling in MDA-MB-231 VMT normalizes vessels and improves perfusion

Previous studies have demonstrated the effectiveness of normalizing tumor vasculature in murine mammary carcinoma models using a vascular endothelial protein tyrosine phosphatase (VE-PTP) inhibitor, resulting in improved vessel perfusion and therapeutic delivery to tumors, thereby enhancing tumor killing. VE-PTP is a vascular endothelial cell-specific membrane phosphatase involved in dephosphorylation and consequent inactivation of the Tie2 receptor, leading to vessel destabilization [42]. Razuprotafib (AKB-9778) is a first-in-class VE-PTP inhibitor that induces Tie-2 activation in ECs to promote vascular maturation and enhance tumor perfusion [33]. Given the reduced ANGPTL1/TEK signaling in MDA-MB-231 VMT and clinical TNBC, which correlates with disrupted vasculature, our objective was to investigate the potential benefits of increasing TEK signaling in the tumor EC by blocking VE-PTP with razuprotafib. Thus, we looked to integrate a vascular normalization strategy with conventional chemotherapy as a treatment approach for aggressive TNBC.

In order to establish the most effective concentration for treating MDA-MB-231 VMT with razuprotafib, a VE-PTP inhibitor known for its high potency in cell-free assay (IC50 = 17 pM [43]), we conducted a dose–response experiment. Two concentrations, 10 nM and 100 nM, were evaluated in MDA-MB-231 VMT over a 48-h period, and their vascular normalization capabilities were compared using vascular morphometry analysis, measuring average vessel length, lacunarity (the degree of empty space within the network area), and percent vessel area (Fig. 4A). Treatment with 10 nM razuprotafib resulted in a significant increase in average vessel length compared to the control group, along with a significant reduction in vascular lacunarity and a simultaneous increase in the percentage of vascular area within the treated VMTs, consistent with increased vessel density observed with razuprotafib-treated in vivo tumors [33]. These results highlight the inherent vascular disruption caused by MDA-MB-231 TNBC in the VMT and demonstrate the possibility of restoring intact vascular networks in the VMT by treatment with razuprotafib. Based on these data, we selected the lower concentration (10 nM) of razuprotafib for further experimentation.

We proceeded to conduct a time-course experiment in MDA-MB-231 VMT, where a 48-h treatment of 10 nM razuprotafib was added on day 5. Vascular morphometry analysis was performed every 48 h for 6 days following the treatment. At each time point examined, the administration of razuprotafib at 10 nM resulted in a significant improvement in average vessel length (Fig. 4B), mean vessel lacunarity (Fig. 4C), and vessel percent area compared to the control group that persisted for the duration of the experiment (Fig. 4D). Within just 24 h of treatment, there was a substantial ($$\sim$$ twofold) increase in vascular perfusion in MDA-MB-231 VMT compared to the untreated VMT (Fig. 4E). These findings are evident when examining fluorescent micrographs of MDA-MB-231 VMTs with and without razuprotafib treatment (Fig. 4F), where the pronounced improvement in perfusion of 70 kDa fluorescent dextran in the MDA-MB-231 VMT treated with razuprotafib can be clearly visualized.

### Combining razuprotafib pretreatment with paclitaxel improves chemotherapeutic delivery and anti-cancer response in MDA-MB-231 VMT

In order to assess whether enhanced perfusion would translate into better delivery of therapeutics to the tumor, thereby increasing tumor cell death, pretreatment of MDA-MB-231 VMT with razuprotafib was performed prior to the administration of a dose of paclitaxel that was non-cytotoxic when used as a single-agent therapy in the VMT. Dosing was informed by 2D assay showing marginal effects on MDA-MB-231 tumor growth with 5 nM paclitaxel (Additional file 1: Fig. A6A). Notably, for each time point examined, there were no significant differences in average vessel length (Fig. 4G), vessel percent area (Fig. 4H), or vessel lacunarity (Fig. 4I) between MDA-MB-231 VMT treated with 5 nM paclitaxel and the control VMT. However, as both single-agent treatment and combination treatment with 5 nM paclitaxel, razuprotafib pretreatment exhibited a statistically significant improvement of the tumor-associated vasculature in all three metrics.

Tumor evaluation revealed that treatment with 5 nM paclitaxel alone did not result in a significant effect on tumor growth compared to the control group. However, when combined with razuprotafib pretreatment, there was a notable improvement in vessel perfusion, leading to enhanced drug delivery and a significant reduction in tumor growth by approximately 30% compared to the control (Fig. 4J). Interestingly, the single-agent treatment of razuprotafib resulted in a significant increase in MDA-MB-231 growth, likely due to improved nutrient supply to the tumor. These observations are consistent with the lack of significant effect of razuprotafib on MDA-MB-231 growth observed in 2D cytotoxicity assays either in the absence (Additional file 1: Fig. A6B) or presence of paclitaxel (Additional file 1: Fig. A6C).

Examination of the vascular networks in the control MDA-MB-231 VMT revealed progressive deterioration as the tumor grew and invaded the tumor microenvironment (Fig. 4K), and a similar disruption of vasculature was observed with paclitaxel treatment as the MDA-MB-231 tumor exhibited approximately a twofold increase in size throughout the duration of the experiment (Fig. 4L). In sharp contrast, the administration of razuprotafib resulted in tumor vessel normalization, demonstrated by the preservation of vascular network density despite a significant $$\sim$$ 2.75-fold increase in tumor size (Fig. 4M). The combination treatment effectively prevented vascular lumen compression and pruning in the tumor microenvironment, facilitating improved drug perfusion and heightened efficacy in tumor eradication (Fig. 4N).

**Fig. 4:**
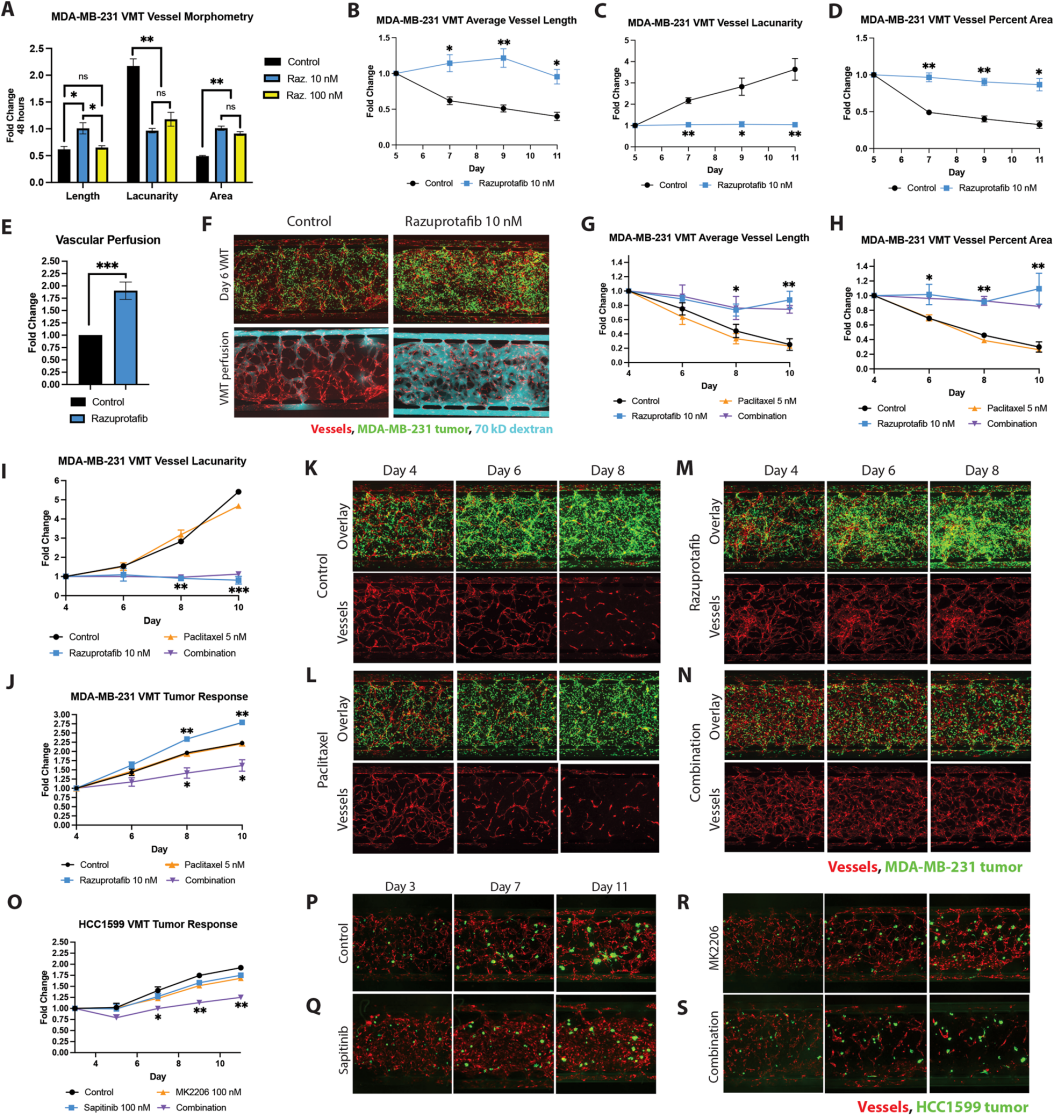
Targeting dysregulated tumor–stromal signaling in MDA-MB-231 VMT and HCC1599 VMT improves therapeutic responses. **A** Bar plot showing relative fold change compared to control for different vascular morphometry measurements of MDA-MB-231 TNBC-associated vessel response to razuprotafib 10 nM and 100 nM dose administered in the VMT on day 5 of culture for 48 h. **B** Fold change in average vessel length in MDA-MB-231 VMT over the course of 6 days post-treatment with 10 nM razuprotafib. **C** Fold change in vessel lacunarity in MDA-MB-231 VMT over the course of 6 days post-treatment with 10 nM razuprotafib. **D** Fold change in vessel percent area in MDA-MB-231 VMT over the course of 6 days post-treatment with 10 nM razuprotafib. **E** Fold change in vascular perfusion with 70 kDa fluorescent dextran in MDA-MB-231 VMT 24 h post-treatment with 10 nM razuprotafib. **F** Fluorescent micrographs showing MDA-MB-231 VMT with and without razuprotafib 10 nM, with tumors in green and vessels in red. VMT are perfused on day 6 with 70 kDa fluorescent dextran (shown in cyan). **G** Fold change in average vessel length, **H** vessel percent area, **I** vessel lacunarity and (**J**) tumor growth in treated MDA-MB-231 VMT. **K** Fluorescent micrographs showing control, **L** paclitaxel-treated, **M** razuprotafib-treated, **N** and combination treated MDA-MB-231 VMT as overlay and vessel only images. **O** Fold change in tumor growth in treated HCC1599 VMT. **P** Fluorescent micrographs showing control, **Q** sapitinib-treated, **R** MK2206-treated, and **S** combination treated HCC1599 VMT. Note that stromal cells are present in the VMT but are not fluorescently labeled. *$$p< 0.05$$, **$$p < 0.01$$, ***$$p < 0.001$$

### HER3 inhibition synergizes with Akt1/2 inhibition in HCC1599 VMT

Recent clinical trials have highlighted the survival benefits of incorporating AKT inhibition in the treatment of TNBC [44, 45]. Furthermore, studies have shown that the combination of EGFR and HER3 antagonism with AKT inhibition enhances the anti-cancer effects [41, 46]. Considering the activated ERBB3 signaling pathway in HCC1599 VMT, characterized by elevated AREG expression in fibroblasts, and the absence of EGFR expression in HCC1599 [47], we conducted a treatment using sapitinib and MK-2206 to simultaneously inhibit HER3 and Akt1/2, respectively. Sapitinib is an ATP-competitive reversible inhibitor of EGFR/ErbB2/ErbB3, while MK-2206 is an allosteric inhibitor of Akt1/2.

As illustrated in Fig. 4O–S, when HCC1599 VMT was treated with 100 nM sapitinib and 100 nM MK-2206 individually, no significant cytotoxic activity against HCC1599 TNBC cells was observed. However, when combined, these treatments synergized to suppress tumor growth in the VMT, resulting in approximately 75% reduction in tumor burden compared to control and single-agent treatments. In contrast, HCC1599 exhibited no sensitivity to sapitinib, MK-2206, or the combination treatment in 2D culture (see Additional file 1: Fig. A6D–G) [48]. The insensitivity observed in 2D monocultures is likely attributable to the absence of paracrine signaling to ErbB3, which, in contrast, is captured within the VMT.

### Differential protein expression between VMO and TNBC VMT substantiates the findings from scRNA-seq and treatment outcomes

Differential protein expression was verified between VMO and TNBC VMT, confirming downregulation in the Tie2 signaling axis for MDA-MB-231 and ErbB3 activation for HCC1599 that can be effectively overcome with targeted therapy (Fig. 5). Immunofluorescent (IF) staining of Tie2 reveals a downregulation of Tie2 in MDA-MB-231 VMT compared to the corresponding VMO, consistent with the single-cell RNA expression data (Fig. 5A, B). Upon closer examination of the VMO, a pronounced endothelial staining of Tie2 is evident when compared to untreated (control) MDA-MB-231 VMT (Fig. 5C, D). However, with 10 nM razuprotafib treatment, Tie2 levels in the MDA-MB-231 VMT show a significant $$\sim$$ twofold increase, restoring them to the levels observed in the VMO (Fig. 5E, F).

Similarly, IF staining for phosphorylated ErbB3/HER3 (pHER3) in HCC1599 VMT and the corresponding VMO illustrates heightened HER3 activation in HCC1599 VMT, contrasting with minimal staining observed in the VMO (Fig. 5G–I). Intriguingly, a closer examination reveals that HER3 is activated not only in HCC1599 VMT tumors but also in associated vasculature (Fig. 5J). This increase in phosphorylated HER3 is nearly eradicated by treatment with 100 nM sapitinib, reverting to the baseline levels observed in the VMO ($$\sim$$ fourfold lower) (Fig. 5K–L). Control VMOs and TNBC VMTs with secondary-only IgG confirm the specificity of the antibodies for their targets, evident from the absence of background staining (Fig. 5M–O). These findings provide further mechanistic support to the scRNA-seq results and treatment outcomes.

**Fig. 5:**
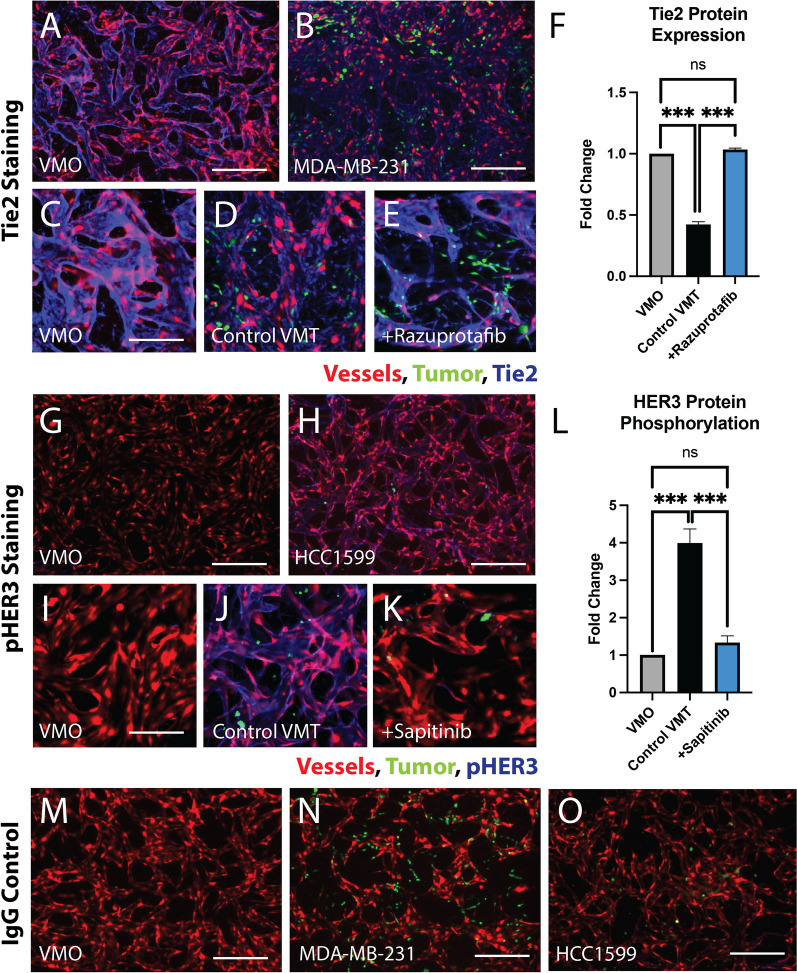
Differential protein-level expression of drug targets is confirmed in VMOs and TNBC VMTs with and without treatment. **A** Tie2 staining of VMO and **B** MDA-MB-231 VMT shows differential expression. Vessels are red, tumor is green, and Tie2 protein is blue. Scale bars = 200 μm. **C** Zoom view of VMO stained with anti-Tie2 antibody. Scale bar = 100 μm **D** Zoom view of MDA-MB-231 VMT without treatment (control) stained with anti-Tie2 antibody. **E** Zoom view of MDA-MB-231 VMT treated with 10 nM razuprotafib and stained for Tie2. **F** Quantification of Tie2 protein expression in VMO, control MDA-MB-231 VMT, and razuprotafib-treated MDA-MB-231 VMT. **G** Phosphorylated ErbB3 (pHER3) staining of VMO and **H** HCC1599 VMT shows differential expression. Vessels are red, tumor is green, and pHER3 protein is blue. Scale bars = 200 μm. **I** Zoom view of VMO stained with anti-pHER3 antibody. Scale bar = 100 μm. **J** Zoom view of HCC1599 VMT without treatment (control) stained with anti-pHER3 antibody. **K** Zoom view of HCC1599 VMT treated with 100 nM sapitinib and stained for pHER3. **L** Quantification of HER3 protein phosphorylation in VMO, control HCC1599 VMT, and sapitinib-treated HCC1599 VMT. **M** Secondary-only IgG control VMO. Scale bar = 200 μm. **N** Secondary-only IgG control MDA-MB-231 VMT. Scale bar = 200 μm. **O** Secondary-only IgG control HCC1599 VMT. Scale bar = 200 μm. *ns* not significant, ***$$p < 0.0001$$

## Discussion

To study the TNBC TME, we established vascularized micro-tumors (VMTs) using two well-studied TNBC cell lines, MDA-MB-231 and HCC1599, along with ECs and primary stromal cells derived from histopathologically normal human breast tissue. Importantly, activated fibroblasts, despite their plasticity, demonstrate considerable heterogeneity in expression patterns, playing a role in cancer progression that varies depending on the tissue of origin [49]. Therefore, a notable strength of this study is the incorporation of primary stroma specific to breast tissue. MDA-MB-231 is an aggressive and poorly differentiated claudin-low molecular subtype TNBC cell line, known for its invasiveness and metastatic potential in various organs of mice [50]. Our findings demonstrate that the growth and migration of MDA-MB-231 cells in the VMT mirrors that seen in vivo (highly invasive) and leads to significant disruption of the vasculature, characterized by vessel regression, reduced vascular density, and impaired perfusion. These vascular changes observed in the VMT closely resemble the structural and functional vascular disruption seen in solid tumors, which often contributes to tumor progression by hindering effective delivery of anti-cancer therapies [8, 51, 52].

By analyzing the TNBC VMT compared to matched vascularized micro-organs (VMO), our aim was to uncover the molecular changes occurring in normal breast tissue-derived stromal cells when exposed to the TNBC microenvironment. Through single-cell transcriptomic analyses, we identified distinct cell–cell communication patterns and gene expression signatures within the tumor–stromal niche of MDA-MB-231. Notably, populations of fibroblasts exhibited gene signatures associated with cancer-associated fibroblasts (CAFs) as well as synthetic fibroblasts. The enriched fibroblast populations exhibited altered extracellular matrix organization processes that likely contributed to the destabilization of the tumor-associated vasculature. These characteristics observed within the tumor microenvironment have been previously associated with unfavorable outcomes in TNBC [11], underscoring the potential of utilizing the VMT to gain deeper insights into the intricate interplay within the TNBC TME.

Putative targets from cell–cell communication analyses were further validated for clinical relevance by comparing scRNA-seq data from VMTs/VMOs with publicly available scRNA-seq datasets derived from primary TNBC specimens. Significantly, the dysregulated ANGPTL1/TEK signaling pathway emerged as an intriguing therapeutic target with potential clinical significance since signaling through this ligand–receptor pair was found to be present in the VMO (MDA-MB-231) but reduced in the MDA-MB-231 VMT and TNBC clinical specimens. TEK, also known as Tie-2, is an endothelial tyrosine kinase receptor involved in vascular stabilization that is activated by angiopoietins, including Angiopoietin-related protein 1 (ANGPTL1) [42]. Its activity is regulated by VE-PTP, which dephosphorylates and inactivates it. Notably, in mouse models the VE-PTP inhibitor AKB-9778, or razuprotafib, has shown promise in stabilizing breast cancer vasculature and suppressing metastatic progression by sustaining Tie-2 activation [33]. Our findings using a human cell-based platform demonstrate that pharmacological inhibition of VE-PTP in the VMT can restore the structure and function of tumor vessels through upregulation of Tie2, leading to increased sensitivity of TNBC to low-dose chemotherapy with paclitaxel. However, it should be noted that as of the publication date, no clinical trials have been conducted to evaluate the effectiveness of razuprotafib in combination with anti-cancer agents, specifically in TNBC or any other cancer type [53]. This presents a promising opportunity for future clinical trials in TNBC, exploring the use of razuprotafib as a pretreatment strategy to enhance the delivery of cytotoxic drugs and immune cells to the tumor, ultimately leading to improved patient outcomes.

In our study, we observed that TNBC cells in both HCC1599 VMT and clinical specimens upregulate HER3 (ERBB3) in response to paracrine signaling from fibroblasts, mainly through increased expression of the ligand amphiregulin (AREG). HCC1599, a basal-like TNBC cell line, has been shown to better represent primary TNBC disease based on various ‘-omics’ metrics compared to other cell lines [18, 19]. It also carries a BRCA2 gene mutation [47]. Interestingly, despite HER3 and Akt inhibitors showing little efficacy in HCC1599 monocultures as single agents or in combination, testing a low-dose combination of sapitinib and MK2206 in the HCC1599 VMT revealed synergistic anti-cancer effects. Sapitinib is a reversible ATP-competitive inhibitor of ErbB1/2/3 with an IC50 of 4 nM for ErbB3 in cell-free assays. Since HCC1599 lacks HER2 and EGFR expression [47], sapitinib presumably acts through ErbB3 inhibition in the VMT. We confirmed that administering sapitinib results in a significant decrease in phosphorylated HER3. Intriguingly, we detected activated HER3 in the endothelium of HCC1599 VMT, in addition to the tumor. 

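ECs of the HCC1599 VMT lay in a deep cluster of 345 cells and a shallow cluster of 98 cells, with medians of 13358 and 1613 UMIs. The deep cluster held 0 UMIs of ERBB3 among 4982624, and the shallow cluster 11 among 661473, or 16.6 CPM (8.30 to 29.8). The shallow cluster also held EPCAM at 129 CPM (103 to 159) and KRT18 at 233 CPM (197 to 273), against 2.21 CPM (1.10 to 3.95) and 85.1 CPM (77.2 to 93.6) in the deep cluster, and PECAM1 at 1129 CPM (1049.8 to 1213) against 2780.5 CPM (2734 to 2827). Tumor transcripts were thus present in the cluster that held the ERBB3 UMIs, at 3.95 UMIs per cell of a set of 26 tumor genes, against 0.168 in fibroblasts.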

Although this observation contrasts with our scRNA-seq results, it is noteworthy that there is some expression of ERBB3 observed in endothelial cells derived from clinical datasets. 

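In the deep EC cluster of the HCC1599 VMT, with 0 UMIs, the count allows ERBB3 at up to 0.602 CPM. Of all ECs of that VMT, 80 were under 5000 UMIs, and 1.58% held an ERBB3 UMI without thinning. ECs of the MDA-MB-231 datasets, at medians of 30682.5 and 26429 UMIs, held ERBB3 at 0.0912 CPM (0.0188 to 0.267) and 0.158 CPM (0.00400 to 0.880). ECs of clinical datasets are not analysed here.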

The limitation in read depth could be a factor in detection, underscoring the need for further investigation.

Previous phase II trials of sapitinib in combination with paclitaxel for advanced breast cancer did not meet their primary endpoint of significantly increased duration of progression-free survival in the combination arm [54]. Similarly, a phase II trial evaluating MK2206-2HCl, a highly selective inhibitor of Akt1/2 [55], as a monotherapy showed minimal therapeutic activity. However, a similar clinical trial assessing the combination of Akt inhibition as combination therapy with paclitaxel did show promising results with increased progression-free survival [45]. Notably, recent preclinical studies have highlighted the importance of targeting both HER3/EGFR and the downstream mediator Akt for optimal response in TNBC, particularly in TNBC cells with mutations in PIK3CA, AKT, or loss of PTEN [46, 56]. Although HCC1599 lacks these mutations, it does harbor mutations in PI3K/Akt pathway mediators, such as TNS1 and PIK3C2B [47], which may also play a role in predicting patient’s response.

By faithfully reproducing essential elements of the tumor microenvironment, such as niche factors, dynamic cell–cell interactions, and the intricate tumor structure consisting of cancer cells, stromal cells, and vasculature, the VMT provides remarkable possibilities for modeling cancer within a physiologically relevant context. Recently, federal organizations, academic institutions, and industry experts have also recognized the value of tumor chips in expediting oncology drug discovery and streamlining preclinical development processes [57]. Our study further underscores the importance of faithfully reproducing the specific characteristics of the TNBC microenvironment to facilitate the discovery of innovative therapeutic strategies targeting reprogrammed stromal components. These efforts will be invaluable in accelerating the translation of findings from preclinical research into clinical trials, ultimately benefiting patients diagnosed with TNBC.

## Conclusion

Through analysis of an advanced VMT model, clinically relevant drug targets associated with tumor-stromal interactions in TNBC were identified. The VMT faithfully reproduces critical components of the tumor microenvironment, encompassing tumor, stromal cells, and vasculature within a complex tissue structure. As such, the VMT can serve as a powerful tool for the research community and may also be useful for personalized medicine applications. In this study, effective reduction of TNBC growth in the HCC1599 VMT model was achieved by targeting the activated AREG/ERBB3 signaling pathway, which is also activated in clinical TNBC. Similarly, in the MDA-MB-231 VMT model, targeting dysregulated ANGPTL1/TEK signaling, also observed in clinical TNBC, resulted in the normalization of dysfunctional vasculature and improved paclitaxel delivery, leading to reduced TNBC growth. These findings highlight the potential of modulating tumor–stromal crosstalk as a promising therapeutic strategy for TNBC. Finally, we note that the VMT platform is also ideally suited to studies of immune cell-based approaches to tumor management.

## Methods

### Microfluidic device fabrication

Device fabrication and loading has been described previously [13, 14, 16, 17, 58]. Briefly, a customized polyurethane master mold is fabricated using 2-part polyurethane liquid plastic (Smooth Cast 310, Smooth-On Inc.). A PDMS layer is then replicated from the master mold, holes are punched for inlets and outlets, and the platform is assembled in two steps. The PDMS layer is first attached to the bottom of a 96-well plate by chemical gluing and oxygen plasma treatment for 2 min. A 150-μm thin transparent membrane is then bonded to the bottom of the PDMS device layer by treating with oxygen plasma for an additional 2 min. The fully assembled platform is placed in a 60 °C oven overnight, covered with a standard 96-well plate polystyrene lid, and sterilized using UV light for 30 min prior to loading cells.

### Collection and processing of primary human normal breast tissue

A breast tissue sample was acquired after ethical approval by the research center’s Institutional Review Board (IRB) from the Cooperative Human Tissue Network (CHTN). The patient gave written, informed consent and shared the respective metadata. Inclusion criteria were that the sample was histopathologically normal. Tissue was processed as previously reported in [59]. The surgical specimen was washed in PBS, mechanically dissociated with scalpels, digested with 2 mg/mL collagenase I (Life Technologies, 17100-017) in DMEM (Corning, 10-013-CV) overnight, digested in 20 U/mL DNase I (Sigma-Aldrich, D4263-5VL) for 5 min, and centrifuged for 2 min at 150×*g*. From the healthy patient specimen, supernatant was collected and centrifuged for 5 min at 500×*g* to isolate epithelial tissue chunks in the pellet. These were viably cryopreserved in DMEM with 50% FBS (Omega Scientific, FB-12) and 10% DMSO (vol/vol) before processing into single cells for flow cytometry. For flow cytometry, cells were stained using fluorescently labeled antibodies for CD31 (eBiosciences, 48-0319-42), CD45 (eBiosciences, 48-9459-42), EpCAM (eBiosciences, 50-9326-42), CD49f (eBiosciences, 12-0495-82), SytoxBlue (Life Technologies, S34857), PROCR (Biolegend, 351904), and PDPN (BioLegend, 337014).

### Cell culture and microfluidic device loading

A published protocol was used to establish VMOs and VMTs [60]. To load cells, primary human normal breast stromal cells and ECFC-ECs were harvested and resuspended in fibrinogen solution at a concentration of $$7\times 10^6$$ cells/mL and $$3\times 10^6$$ cells/mL, respectively. MDA-MB-231 and HCC1599 TNBC cells were introduced at a concentration of $$1\times 10^5$$ to $$2\times 10^5$$ cells/mL to establish VMT. Fibrinogen solution was prepared by dissolving 70% clottable bovine fibrinogen (Sigma-Aldrich) in EBM2 basal media (Lonza) to a final concentration of 5 mg/mL. The cell–matrix suspension was mixed with thrombin (50 U/mL, Sigma-Aldrich) at a concentration of 3 U/mL, quickly seeded into the microtissue chambers, and allowed to polymerize in a 37 °C incubator for 15 min. Laminin (1 mg/mL, LifeTechnologies) was then introduced into the microfluidic channels through medium inlets and incubated at 37 °C for an additional 15 min. After incubation, culture medium (EGM-2, Lonza) was placed into the microfluidic channels and medium wells. Medium was changed every other day and hydrostatic pressure head re-established every day to maintain interstitial flow.

### XTT assay for 2D cytotoxicity

Cell viability in 2D monolayer cultures ± treatment was quantified using an XTT assay according to the manufacturer’s protocol (Sigma-Aldrich). Briefly, 5000 MDA-MB-231 or HCC1599 TNBC cells were seeded in triplicate in a 96-well plate and allowed to grow for 8 h prior to treatment with increasing doses of paclitaxel, razuprotafib, sapitinib, MK-2206 or combination treatments. XTT assays were performed after 48 h of drug exposure. A standard cell dilution was used to quantify total cell numbers. Cell viability was normalized to control wells without drug treatment.

### Drug treatment in the VMT

Hydrostatic pressure was restored daily in the high-throughput platform, while medium was changed every 2 days. After culturing for 4–5 days to allow a perfused vasculature to form within each VMT, culture medium was replaced with medium containing the drugs at the desired concentration. Drugs were delivered to the tumor through the vascular bed via gravity-driven flow. Sapitinib (reversible, ATP-competitive inhibitor of EGFR, ErbB2 and ErbB3), MK-2206 2HCl (Akt 1/2/3 inhibitor), and paclitaxel (microtubule stabilizer) were purchased from SelleckChem. Razuprotafib is a VE-PTP inhibitor that was purchased from MedChemExpress. MDA-MB-231 VMT were randomly assigned to one of four conditions: control (vehicle only), 5 nM paclitaxel, 10 nM razuprotafib, or combination 5 nM paclitaxel with 10 nM razuprotafib. VMT receiving razuprotafib were treated on day 4 for 24 h, followed by 48-h paclitaxel treatment for the combination condition or complete media for the single-agent condition. Single-agent paclitaxel was also treated for 48 h. HCC1599 VMT were treated on day 4–5 with one of the following: control (vehicle only), 100 nM sapitinib, 100 nM MK-2206 2HCl, or combination 100 nM sapitinib with 100 nM MK-2206 2HCl. Complete medium was replaced after 48 h. Fluorescent micrographs of VMT were taken every 48 h for 6 days post-treatment and growth of the tumor was quantified.

### Fluorescence imaging and analyses

Fluorescence images were acquired with a Biotek Lionheart fluorescent inverted microscope using automated acquisition and standard 10× air objective. AngioTool software (National Cancer Institute) was used to quantify vessel area, vessel length, number of vascular junctions and endpoints in the VMT. ImageJ software (National Institutes of Health) was utilized to measure vessel diameter and measure the total fluorescence intensity (i.e., mean gray value) for each tumor image to quantify tumor growth. Each chamber was normalized to baseline. Vessels were perfused by adding 25 μg/mL FITC- or rhodamine-conjugated 70 kDa dextran to the medium inlet. Once the fluorescent dextran had reached the vascular network, time-lapse image sequences were acquired using a Nikon Ti-E Eclipse epifluorescence microscope with a 4× Plan Apochromat Lambda objective. Perfusion images were analyzed using ImageJ software by measuring change in fluorescence intensity within perfusable vessel regions and creating a composite score based on total perfusable vascular area. Tumor growth in the VMTs was quantified by measuring the total fluorescence intensity in the color channel representing the tumor cells. This takes into account both the area of the individual tumors and the depth, as thicker areas appear brighter. Any adjustments made to images are performed on the entire image, with all images in that experimental group adjusted to the same settings.

### Immunofluorescent staining

VMOs and VMTs were fixed by flowing 4% paraformaldehyde into each device for 30 min at room temperature. After removing the membrane layer of each platform, chambers were then manually cut from the device layer and placed tissue-side down in a 24-well tissue culture plate. Tissues were washed 3× 5 min with PBS on a rocker at 4 °C and permeabilized for 2× 10 min with 0.5% Triton-X in PBS. Blocking was performed for 1 h in 0.1% Triton-X in PBS with 10% goat serum. Antibody incubation was performed overnight at 4 °C. Tie2 was observed by staining with rabbit anti-human Tie2 polyclonal antibody (Abcam, EPR21915) at 1:100 followed by Alexa Fluor 488 goat anti-rabbit secondary antibody at 1:3000. Phosphorylated HER3/ErbB3 was observed by staining with rabbit anti-human ErbB3 antibody (phospho Y1289)(Abcam, EPR2325) at 1:100 followed by Alexa Fluor 568 goat anti-rabbit secondary antibody at 1:3000. Secondary-only IgG condition served as control.

### Cell harvesting and single-cell sequencing

Media was aspirated from each well, and the high-throughput plates were inverted so that the device layer was facing up. The bottom membrane was gently peeled off the device to expose the tissue chambers. Devices were first washed with 500 μL of HBSS. To each device unit, 100 μL of TrypLE was added and allowed to sit as a bubble on top of the device while the plate was put back in the 37 °C incubator for 5 min. After digestion, tissue chambers were pipet into a 15-mL conical with EGM2 to neutralize the TrypLE. Digestion solution containing the dislodged tissues was centrifuged at 300 × g for 5 min at 4 °C to pellet single cells and whole tissues. Media was carefully aspirated, and a solution of 1 mg/mL (200 U/mL) collagenase III in HBSS was added to the undigested tissues. After gentle pipetting, the solution was allowed to sit for 2 min at room temperature before pipetting gently again to dissociate the gel. Digestion mix was washed with 10 mL of EGM2 and centrifuged at 300×*g* for 5 min at 4 °C. Cells were resuspended into 1X DPBS with 1% human serum albumin and passed through a pre-wetted 70-μm filter by spinning at 200×g for 1 min. Cells were counted and volume was adjusted so that total cells were at a concentration of 1000 cells/μL. Cellular suspensions were loaded onto a Chromium Single Cell Instrument (10× Genomics) to generate single-cell gel beads in emulsion (GEMs). GEMs were processed to generate cDNA libraries by using 10× Genomics v2 chemistry according to the Chromium Single Cell 34′ Reagents kits v2 user guide: CG00052 Rev B. Quantification of cDNA libraries was performed using Qubit dsDNA HS Assay kit (Life Technologies Q32851), high-sensitivity DNA chips (Agilent 5067-4626) and KAPA qPCR (Kapa Biosystems KK4824). Libraries were sequenced on an Illumina NovaSeq6000 to achieve an average of 50,000 reads per cell.

### Transcriptome alignment and data processing of VMO and VMT libraries

FASTQ files for each library were aligned to an indexed GRCh38 reference genome using Cell Ranger (10× genomics) Count 3.1.0 to generate count matrices. Count matrices were loaded into RStudio (1.2.5042 version, R version 4.0.4 [61, 62]) and converted into a Seurat object using the Seurat R Package (version 4.0.0.9015) [63, 64]. Cells containing more than 15% mitochondrial RNA or with less than 200 features were removed. Additionally, genes not detected in at least 3 cells were trimmed. Data were normalized, the 2000 top variable features were found, and scaled using the NormalizeData, FindVariableFeatures, and ScaleData functions, respectively. Data were further normalized using the SCTransform function and the difference between cells in the S phase and G2M phase was regressed to help distinguish non-cycling from cycling cells. The ‘SCT’ assay slot was used for analyzing the individual datasets. Doublets were identified and removed using the DoubletFinder R package (version 2.0.3) [65]. A modified version of the chooseR R package [66] was used to generate silhouette scores for selecting the resolution. Clusters were labeled based on the expression of known markers (ECs: PECAM1, CDH5, VWF, KDR, CLDN5 [67], Fibroblasts: PDGFRA, PDGFRB, COL1A1 [68], Stroma: PDGFRB, TPM1, ACTA2 [68], Cycling cells: MKI67 and TOP2A [69], and Tumor: KRT18 and EPCAM [70]), and cell types were later confirmed using the SingleR R package (version 1.4.1) [71]. Heatmaps were generated by filtering expression for each clustering by log2 fold change. Pathway analysis was performed using clusterProfiler [35] with the GO Biological Process 2021 database on the top 100 differentially expressed genes. The significance of key pathways was directly compared for each dataset.

### Integration between VMO and VMT libraries

Individual libraries were integrated using the scMC RunscMC R function and package (version 1.0.0) with default settings [21]. scMC removes the technical variation while preserving biological variation using variance analysis in an unsupervised manner. For integration, the ‘RNA’ slot was used for each library. After integration, cell types were assigned to individual cells based on the analysis of the individual libraries. UMAP for all of the datasets was generated with palette from the Polychrome R package (version 1.5.1) [72].

### Processing publicly available patient libraries and integrating with VMT libraries

The Geldhof [38] libraries contain 8,433 ECs from 9 breast cancer patients and 26,515 total cells (GSE155109). The EC enriched and stromal population count matrices were downloaded from the supplementary files. The Pal [37] libraries contain four libraries from triple-negative tumor with additional microenvironment cells (GSM4909284, GSM4909283, GSM4909282, and GSM4909281). The Wu [36] libraries contain 5 patient triple-negative breast cancer libraries that total  600 ECs (Broad SCP1106). The normalization and filtering of cells was performed as previously described. The clustree R package [73] was used to determine the optimal resolutions. The cells were assigned labels using the SingleR package, with the reference database limited to only include cell types that were mentioned in the original papers. The publicly available libraries and the VMT libraries were integrated with the scMerge (version 1.9.99) [39] R package using the scMerge::scMerge2 [74] with stably expressed genes calculated for the dataset to normalize the count matrices. Labels were assigned to each cell type using SingleR and 82 cells were removed due to not being assigned a label and not having a consensus cell type as its nearest neighbor. To integrate only the cell types present in the VMT libraries, the endothelial cells, epithelial cells, and fibroblasts as labeled by SingleR for each dataset were subset, and the subset libraries were integrated as described for the full libraries.

### Cell–cell communication, visualization, and bar plot generation

The LIANA (version 0.0.1) [32] R package was used to compute the cell–cell communication between cell types. Possible interactions were pulled from the OmniPath database [75]. LIANA aggregates results from multiple cell–cell communication pipelines, and the results from the CellChat [76], Connectome [77], iTALK [78], NATMI [79], and SingleCellSignalR [80] pipelines were computed. Interactions that had a *p* value < 0.05 for CellChat were subset. Interactions were further filtered based on an aggregate rank < 0.05. Significant interactions were filtered based on expression in the VMO or VMT datasets. Individual receptor interactions were visualized using the CrossTalkeR R package (version 1.3.2) [81].

### Pseudotime

Pseudotime was performed using Monocle v2 [31, 82]. Seurat data from the RNA slot was converted into a CellDataSet format following custom code provided by UC Irvine’s Genomic High Throughput Facility. The expression for the data was modeled using a negative binomial distribution with the monocle::newCellDataSet function with the lower detection limit set to 0.5. The size factors and dispersion values that help with normalization and differential expression were computed, low-quality cells were filtered out, and cells were assigned to a pseudotime trajectory based on the total amount of transcriptional change. Branch expression analysis modeling (BEAM) was run to identify the branch-dependent genes. BEAM generates two negative binomial general linear models, one assuming the gene is branch independent and a second assuming the gene is branch dependent. The models are then fit to the pseudotime branch trajectories, and a likelihood ratio test determines if the genes are branch dependent or independent. Finally, a heatmap with the branch-dependent genes was generated using the monocle::plot_genes_branched _heatmap function. Genes with less than a 1e−45 *q* value (78 genes) were shown on the heatmap.

### Statistical analyses

Data are represented as mean ± standard error of at least 9 replicates (at least 3 biological replicates with at least 3 technical replicates each). Comparison between experimental groups of equal variance was analyzed using an unpaired t-test and 95% confidence interval or one-way ANOVA followed by Dunnett’s test for multiple comparisons. Statistical calculations were performed using GraphPad Prism 9.0 (GraphPad Software, San Diego, California USA, www.graphpad.com).

### Supplementary Information

**Additional file 1.** Supplemental figures.

**Additional file 2: Table S1.** Integrated dataset for VMOs and VMTs with all DEGs.

**Additional file 3: Table S2.** Pathway analysis for VMOs and VMTs (both MDA-MB-231 and HCC1599) by cell type.

**Additional file 4: Table S3.** Top 100 differentially expressed genes for fibroblast populations.

## Data Availability

Single-cell RNA sequencing data generated in this study has been deposited to the GEO database (GSE238090).

## Abbreviations

CAF: Cancer-associated fibroblast
EC: Endothelial cell
ECM: Extracellular matrix
TME: Tumor microenvironment
TNBC: Triple-negative breast cancer
VMO: Vascularized micro-organ
VMT: Vascularized micro-tumor

# Supplementary material for: Targeting tumor–stromal interactions in triple-negative breast cancer using a human vascularized micro-tumor model
**Source:** Breast Cancer Res. 2024 Jan 5;26:5. doi: 10.1186/s13058-023-01760-y
**Supplement:** Supplementary file 1 — Additional file 1. Supplemental figures.

## Appendix A Supplementary materials

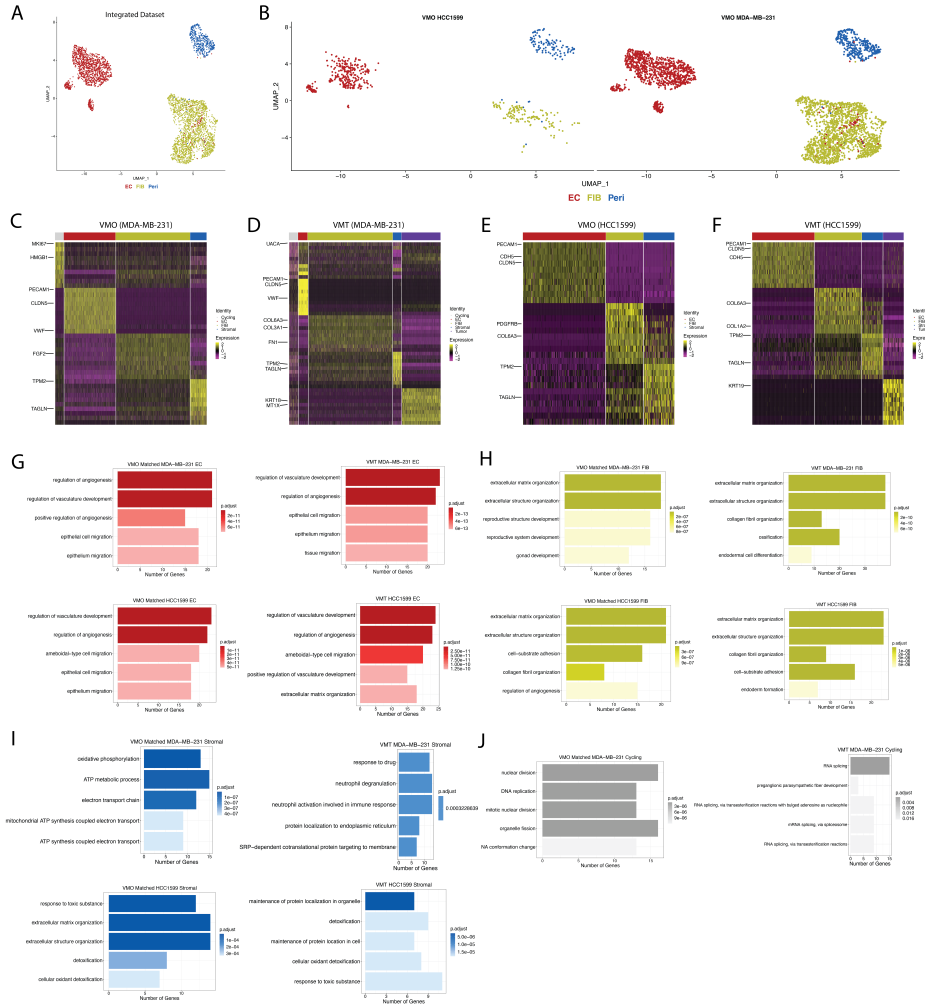

**Fig. A1: Differential gene expression analyses of individual datasets reveal distinct pathway activation dependent on cell type in both VMTs and VMOs.** (A) UMAP showing integrated VMO dataset, (B) shown with datasets split by VMO matched to HCC1599 and MDA-MB-231 VMT, respectively. (C) Heatmap showing top 10 DEGs for VMO matched to MDA-MB-231 VMT. (D) Heatmap showing top 10 DEGs for MDA-MB-231 VMT. (E) Heatmap showing top 10 DEGs for VMO matched to HCC1599 VMT. (F) Heatmap showing top 10 DEGs for HCC1599 VMT. (G) Gene Ontology Biological Processes pathway analyses for endothelial cells (EC) in each dataset. (H) Gene Ontology Biological Processes pathway analyses for fibroblasts in each dataset. (I) Gene Ontology Biological Processes pathway analyses for pericytes/stromal cells in each dataset. (J) Gene Ontology Biological Processes pathway analyses for cycling cell population in each dataset.

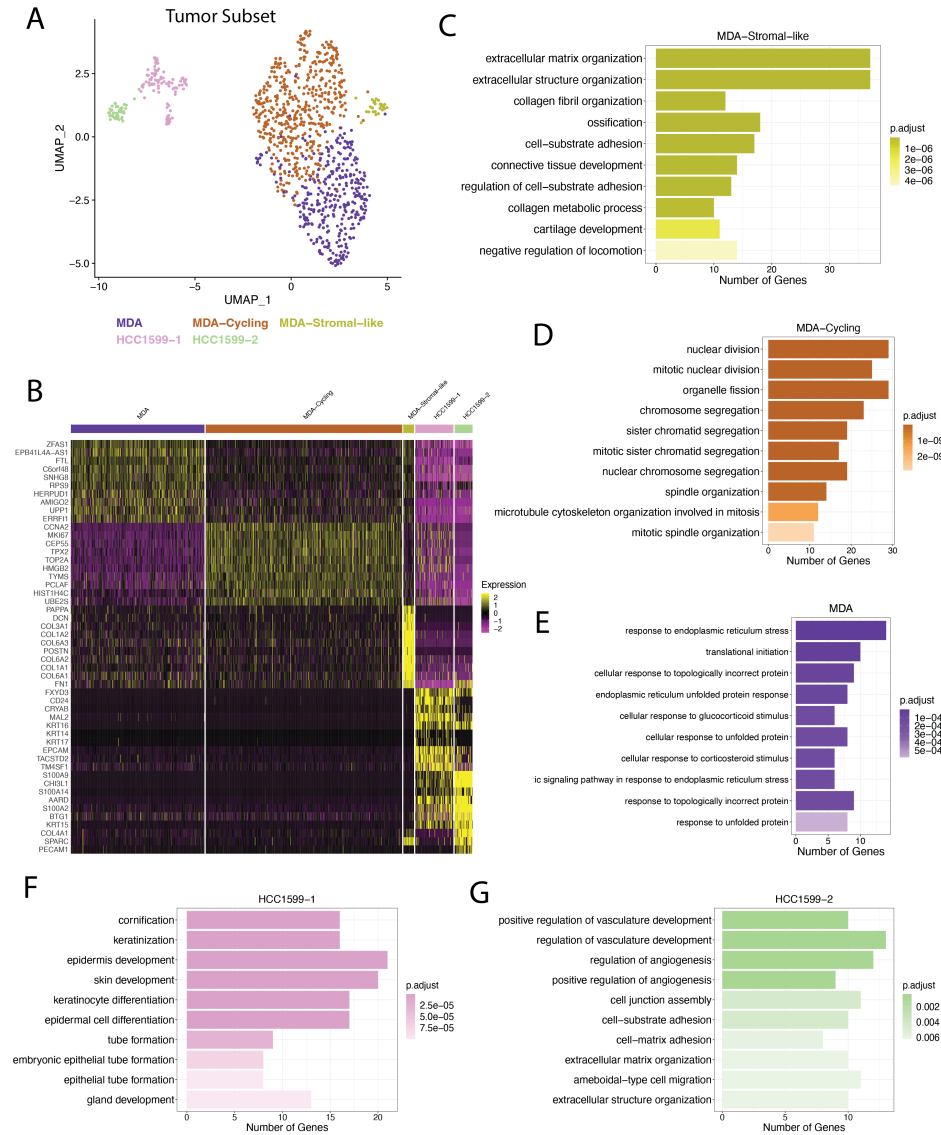

**Fig. A2: Tumor subset from integrated VMT dataset highlights differences in TNBC cell populations.** (A) UMAP showing cell clusters for integrated VMT dataset. (B) Heatmap showing top 10 DEGs for tumor populations from MDA-MB-231 and HCC1599 VMTs. (C) Gene Ontology Biological Processes pathway analyses for MDA-MB-231 stromal-like tumor population, (D) MDA-MB-231 cycling tumor population, and (E) MDA-MB-231 tumor population. (F) Gene Ontology Biological Processes pathway analyses for HCC1599-1 tumor population and (G) HCC1599-2 tumor population.

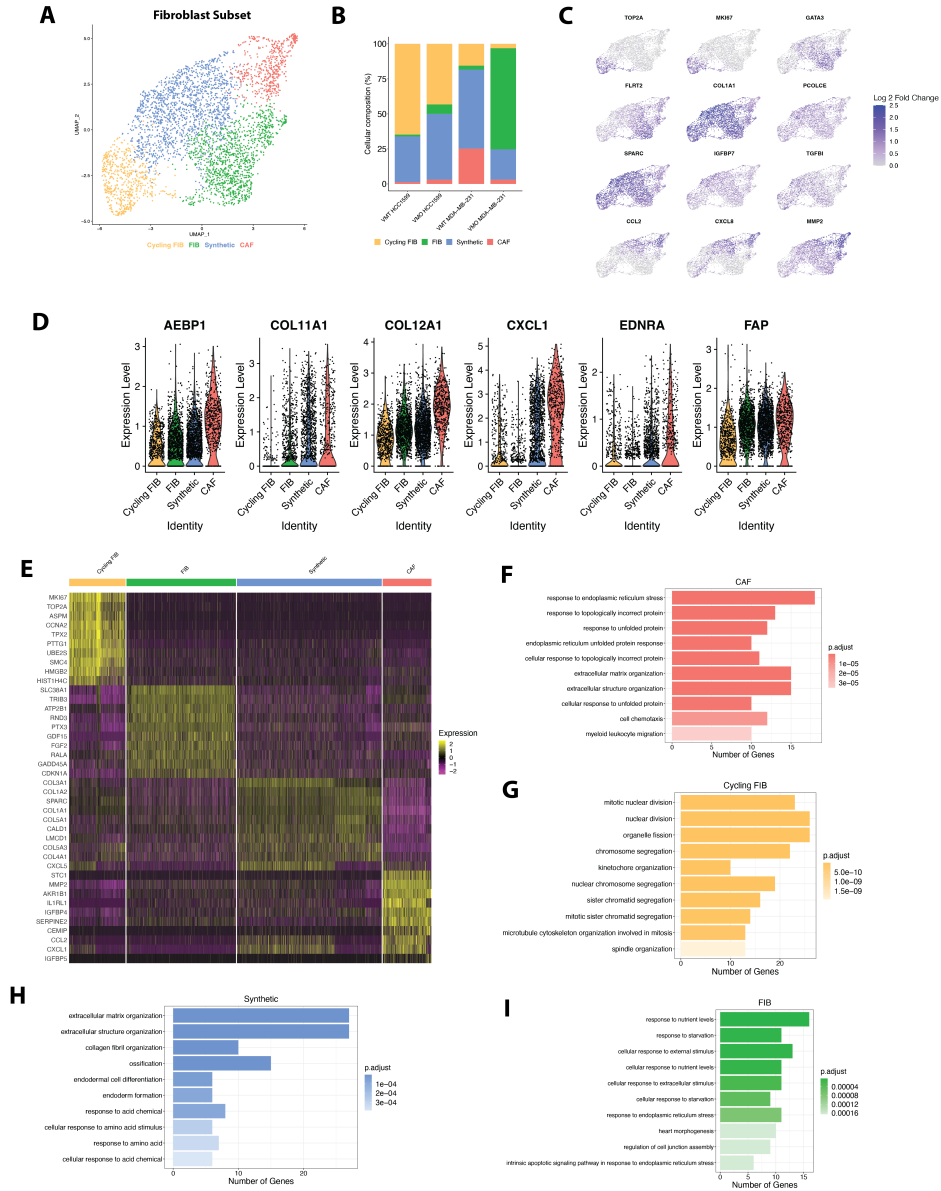

**Fig. A3: Fibroblast subset from fully integrated dataset shows increase in CAF cell signature in MDA-MB-231 VMT. (A)** Unsupervised clustering of integrated fibroblast dataset reveals four distinct clusters with **(B)** various proportions of each dataset in the cluster. **(C)** Expression profiles of differentially expressed genes (DEGs). **(D)** Violin plots showing differentially expressed CAF markers across fibroblast types. **(E)** Heatmap of top 10 differentially expressed genes for each cluster. **(F)** Pathway analysis for the top 100 DEGs for each cluster for the CAFs, **(G)** cycling fibroblasts, **(H)** synthetic fibroblasts, and **(I)** fibroblasts.

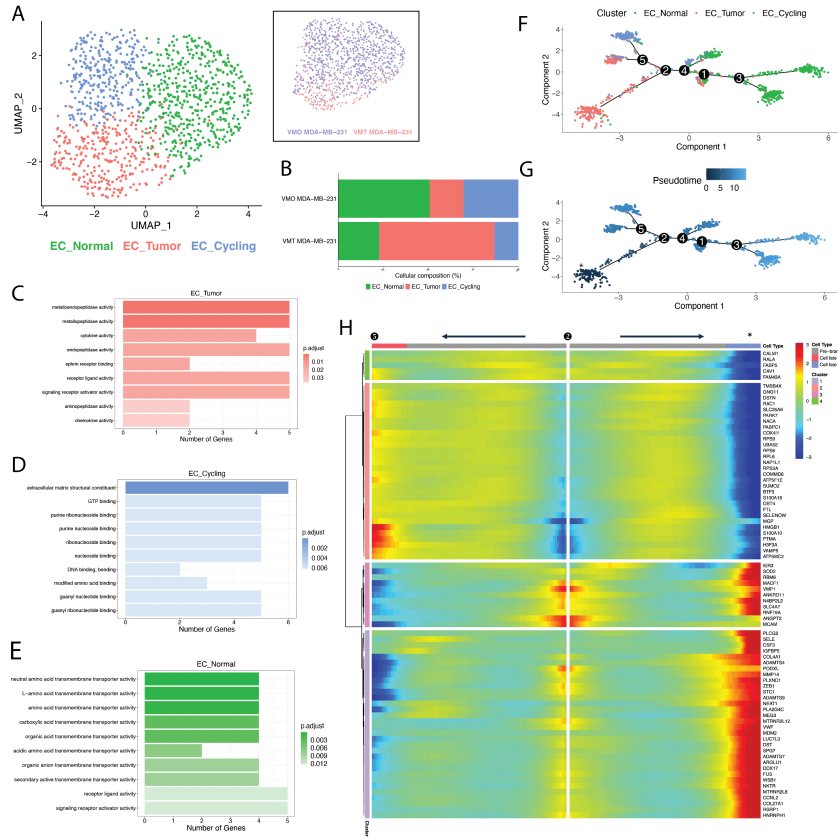

**Fig. A4: EC subset pseudotime analysis reveals enrichment of tumor-associated EC signature in MDA-MB-231 VMT.**

(A) Integration and unsupervised clustering of the endothelial cells (ECs) from the VMO and VMT MDA-MB-231 reveal three populations. Subset: the distribution of cells based on dataset in the dimensional space. (B) The proportion of each cluster from each dataset. Note the distinction between the normal and tumor populations. (C) Pathway analysis on the top 30 differentially expressed genes for each cluster shows the normal EC with an increase in receptor-ligand activity and transmembrane transporter activity, (D) the tumor EC have an increase in metalloendopeptidase activity and cytokine activity, and (E) the cycling EC have an increase in DNA binding. (F) Pseudotime on the MDA-MB-231 ECs supports the prior clustering and reveals a branch off branch point 2 that is mainly tumor associated (denoted with \*). (G) Assigning pseudotime emphasizes differences between branch points and shows a starting time with normal EC transitioning into tumor EC. (H) The heatmap displays the expression of genes associated with specific branches. Branch 2 is positioned at the center of the heatmap, serving as the midline. Moving towards the left from the center indicates gene expression linked to cells at branch point 5. Moving towards the right indicates gene expression associated with tumor ECs.

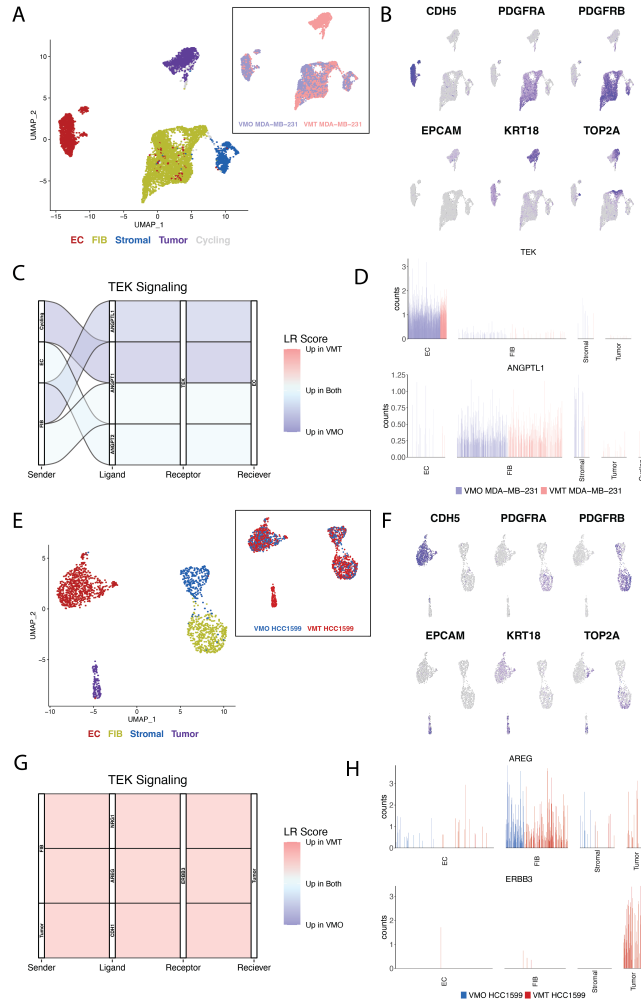

**Fig. A5: Tumor-stromal drug targets are identified in VMO to VMT integrated datasets.** (A) Integration with the VMO MDA-MB-231 and VMT MDA-MB-231 datasets showing five cell types of cycling cells, ECs, fibroblasts (FIB), stromal cells (Peri), and tumor (B) as demonstrated by the expression of key marker genes. (C) Angiopoietin-1 receptor (TEK) cell-cell communication comparing the strength of the signaling between the VMO and VMT. Sender = cell type that produces the ligand, Receiver = cell type that produces the receptor. (D) Expression of TEK ligand angiopoietin like 1 (ANGPTL1) and TEK in the integrated dataset. Each bar refers to the expression in a single cell. (E) Integration with the VMO HCC1599 and VMT HCC1599 datasets showing four cell types of endothelial cells (ECs), fibroblasts (FIB), pericytes (Peri), and tumor (F) as demonstrated by the expression of key marker genes. (G) Erb-B2 Receptor Tyrosine Kinase 3 (ERBB3/HER3) cell-cell communication comparing the strength of the signaling between the VMO and VMT. (H) Expression of ERBB3 ligand amphiregulin (AREG) and ERBB3 in the integrated dataset.

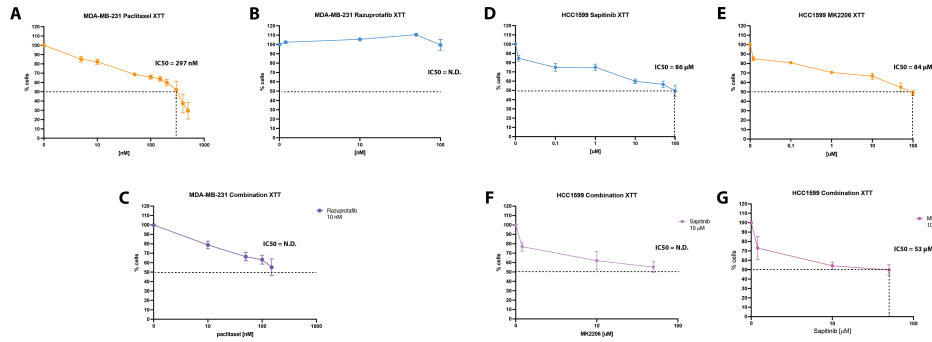

**Fig. A6: Dose response curves for MDA-MB-231 and HCC1599 in monolayer or suspension monocultures. (A)** Dose response curve for paclitaxel treatment in MDA-MB-231 2D monocultures. **(B)** Dose response curve for razuprotafib treatment in MDA-MB-231 2D monocultures. **(C)** Dose response curve for combination treatment in MDA-MB-231 2D monocultures. **(D)** Dose response curve for sunitinib treatment in HCC1599 suspension monocultures. **(E)** Dose response curve for MK2206 treatment in HCC1599 suspension monocultures. **(F)** Dose response curve for combination treatment in HCC1599 suspension monocultures. **(G)** Dose response curve for combination treatment in HCC1599 suspension monocultures. N.D. = not determined

How the deposited data were processed for this re-analysis (not part of the article)

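Single-cell RNA was measured with 10x Genomics Chromium libraries of cells taken from devices at day 7: 1 VMT with MDA-MB-231, 1 VMT with HCC1599 and the matched VMO of each. The authors made the counts with Cell Ranger Count 3.1.0 on GRCh38, according to their methods, and as deposited they are whole numbers of UMIs per gene and cell, 1 library per matrix, for the cells called by Cell Ranger and before the filters on cells and genes of the paper. The paper goes on from these counts with Seurat 4.0.0.9015: cells with over 15% mitochondrial UMIs or under 200 features were removed, genes in under 3 cells trimmed, and counts normalized by SCTransform with the difference of S and G2M scores regressed. It uses DoubletFinder 2.0.3 for doublets, SingleR 1.4.1 for labels, scMC 1.0.0 for integration, LIANA 0.0.1 for cell communication and Monocle v2 for pseudotime. Of these, scMC, DoubletFinder, SingleR, LIANA and Monocle were not used here, and integration, pathway enrichment, pseudotime and the clinical datasets were left out.

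The counts were processed with R 4.3.3, Seurat 5.3.0, sctransform 0.4.2 and edgeR 4.0.16, and with Python 3.11.15, scanpy 1.11.5, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The filters on cells and genes are those of the paper. Doublets were taken as the cells with the highest Scrublet scores, 0.8% of cells per 1000 cells of a library. Each library was normalized by SCTransform with 3000 variable genes and the difference of S and G2M scores regressed, and clustered on 30 principal components at a resolution of 0.8.

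Marker lists were fixed before the data were examined; the rule that turns them into names was chosen after the clusters had been seen. A cluster took the class, of EC, fibroblast, stromal and tumor, with the highest mean marker score over its cells, and stayed unnamed where no score was above 0. It was named cycling where cycling markers outnumbered those of every other class among its 10 genes of highest fold against the rest of the library (at least 100 CPM and 50 UMIs, pseudocount of 10 CPM). A name was withdrawn where fewer than 3 of its markers were found in 10% of the cells, where the median UMIs lay under 1/3 of that of the library with no own marker among the top genes, or where another class had more markers among the top 10 genes against the other classes. The EC list holds PECAM1, CDH5, VWF, KDR, CLDN5, TIE1, CLEC14A, ECSCR and EGFL7; the fibroblast list PDGFRA, PDGFRB, COL1A1, COL1A2, COL3A1, COL6A3, DCN, LUM, FBN1, POSTN and GREM1. The stromal list holds TPM1, ACTA2, TAGLN, TPM2, MYL9, CNN1, MYL6, RGS5 and NOTCH3, the cycling list MKI67, TOP2A, BIRC5, CCNB1, CDK1, CENPF, TYMS, UBE2C, NUSAP1 and TPX2. The tumor list holds 18 genes, among them EPCAM, KRT18, KRT8, KRT19, KRT7, KRT80, KRT81, KRT14, KRT15, KRT16, KRT17, CD24, CDH1, ELF3, LCN2, SAA1 and MAL2; 1 further gene is not reported.

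UMIs were summed over the cells of a type in a library and given as CPM with exact Poisson 95% intervals, and folds between libraries with intervals from the exact binomial split of the sums. Shares have exact binomial 95% intervals, and differences of shares the interval that follows from them. For a gene without UMIs the limit is that of 3 counts in the total. No test was made between conditions, since there is 1 library per condition and cells are not replicates; each VMT was set beside its matched VMO, and the VMOs beside each other as the size that a change of batch alone can have. A gene list has the median log2 fold of its genes (pseudocount of 10 CPM, genes of at least 10 CPM in one library), an interval from 1000 Poisson resamples and its place among 10000 random lists matched in 20 bins of mean expression. Lists were the genes of Table S3 for CAF, synthetic, FIB and cycling fibroblasts, those of Table S2 for neutrophil activation and RNA splicing, and the MMP, ADAMTS, SLC, chemokine and interleukin families. The Table S2 and Table S3 lists were picked by the authors from these libraries, and 5 genes are in more than 1 of the Table S3 lists.

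Sub-clusters were made with log-normalization and 2000 variable genes at a resolution of 0.4, on 20 principal components for the tumor cells of each VMT and 30 for the fibroblasts of all 4 libraries jointly. The tumor sub-clusters left out the collagens COL1A1, COL1A2, COL3A1, COL4A1, COL6A1, COL6A2 and COL6A3, FN1, SPARC, MKI67, TOP2A, AMIGO2, EPCAM, PECAM1 and the keratins KRT14 to KRT18 from their variable genes, and the fibroblast clusters left out all Table S3 genes and the genes the paper names. A fibroblast was given to the Table S3 list with the highest mean standardized level, on cells thinned to 5000 UMIs. Ligand and receptor scores have the form of the score of SingleCellSignalR, taken from CPM of summed UMIs and the mean CPM of detected genes in place of log-normalized means.

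Genes named in the text are every gene the paper names in its results for a cell type and library. For ECs and fibroblasts of each VMT against its VMO, the 3 genes with the largest rise and the 3 with the largest fall in log2 CPM (pseudocount of 10) are named as well, among genes of at least 100 CPM and 50 UMIs in the higher library. Left out of that choice were sex-linked, ribosomal protein, mitochondrial and HLA genes and, for rises, genes whose level in tumor cells was over 5 times that of the cell type. Genes of single clusters outside this rule, such as DCN, GREM1 and PLCG2, were chosen after their values were seen.

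Total depth was 132060710 UMIs for the MDA-MB-231 VMO, 199227318 UMIs for the MDA-MB-231 VMT, 12016463 UMIs for the HCC1599 VMO and 16983493 UMIs for the HCC1599 VMT. At the depth of ECs with MDA-MB-231 the method was tested on simulated data: of 8781 genes with 200 changed by a log2 fold of 1, the interval held the true fold for 94.2%, and all changed genes had the right sign. The median estimates were 0.98 and -1.04. A list of 50 raised genes had a median of 0.79, above 100% of random lists, and a list of unchanged genes -0.032, above 4.63%. The simulated counts were Poisson draws from the profile of the VMO ECs, the model that the intervals assume. Spread between cells, devices or libraries was not simulated, so the simulation checks the computation alone.

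The comparisons, the rule for named genes and all alternatives were chosen before the data were examined, and so were the settings that have alternatives, apart from the rule that names the clusters. Alternatives were resolutions of 0.4 and 1.2, a mitochondrial maximum of 10%, no doublet removal, log-normalization, cell-cycle genes left out of the clustering and each cell named on its own by its highest marker score. For levels and lists they were TMM scaling, a total without ribosomal protein and mitochondrial genes, the mean over cells of UMIs per 10000 and, for lists, a minimum of 50 CPM. Shares of cells with a UMI were also taken at 10000 UMIs and without thinning, and tumor sub-clusters at resolutions of 0.2 and 0.8 and with doublets kept.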

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

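All tests reported in this part were chosen only after the results they measure had been seen.

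Among the genes the paper names, IL1RL1, MMP2, AREG and COL11A1 stood out in fibroblasts because the VMT over its VMO rose in one pair and fell in the other, each by a log2 fold of at least 0.5. With MDA-MB-231 the folds were 1.83 for IL1RL1, 0.58 for MMP2, 1.09 for AREG and 0.50 for COL11A1, and with HCC1599 they were -1.16, -0.90, -1.13 and -2.39 in the same order. The folds thus lay 2.99, 1.48, 2.22 and 2.89 apart, a difference that was not tested, since each line has 1 VMT and 1 VMO library. Between the VMOs, without tumor cells, the same genes differed by 4.46, 0.87, -1.22 and 3.29.

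A difference in depth or mitochondrial share between the libraries of a pair was weighed by matching fibroblasts on both measures, in 20 draws, with folds of means over cells and a pseudocount of 10 CPM. With HCC1599 (102 cells per library) the matched folds were -1.23 for AREG and -0.86 for MMP2, below -0.5 in each draw, which argues against depth as the cause of these falls; without matching the means over cells were -0.95 and -0.78. With MDA-MB-231 (1049 cells per library) IL1RL1 kept a fold of 1.86, against 2.32 as the mean over all cells, which argues the same way for its rise. For the other rises with MDA-MB-231, part of the fold went with depth or mitochondrial share: AREG moved from 1.02 to 0.65, COL11A1 from 0.62 to 0.43 and MMP2 from 0.82 to 0.46, all above 0 in each draw. The falls of COL11A1 and IL1RL1 with HCC1599 cannot be told apart from a difference in depth, because the draws of COL11A1 do not all reach the fold of 0.5 and those of IL1RL1 lie on both sides of 0. COL11A1 went from -0.79 to -0.64 (draws from -0.92 to -0.45) on 45 and 14 UMIs, and IL1RL1 from -0.33 to -0.71 (-0.87 to 0.15) on 37 and 27 UMIs, so its median grew with matching. What stays open is whether the opposite folds belong to the tumor line or to the batch, which may differ between the pairs as the VMOs do; the effect of the tumor line was not tested.

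NOV (ENSG00000136999, CCN3 in the annotation) lies on chromosome 8 from 119416446 to 119424434 and SELE (ENSG00000007908) on chromosome 1 from 169722640 to 169764705. CXCL2 (ENSG00000081041) lies on chromosome 4 from 74097040 to 74099196 and PLA2G4C (ENSG00000105499) on chromosome 19 from 48047843 to 48110817. CTGF (ENSG00000118523, CCN2 in the annotation) lies on chromosome 6 from 131948176 to 131951372 and FABP5 (ENSG00000164687) on chromosome 8 from 81280536 to 81284777. PSMB6 (ENSG00000142507) lies on chromosome 17 from 4796144 to 4798502 and SRP14 (ENSG00000140319) on chromosome 15 from 40035690 to 40039181. CYP1B1 (ENSG00000138061) lies on chromosome 2 from 38066973 to 38109902 and CXCL6 (ENSG00000124875) on chromosome 4 from 73836640 to 73849064. NEK7 (ENSG00000151414) lies on chromosome 1 from 198156994 to 198322420. These 11 genes are outside those the paper discusses and stood out because their fold, with a pseudocount of 10 CPM, was larger in size than the difference between the VMOs. Each is given with its levels in the VMO and the VMT and, in parentheses, its log2 fold, the lowest and highest fold over the alternatives and the fold between the VMOs. In ECs with HCC1599, NOV rose from 55.3 to 101 CPM (0.77; 0.59 to 0.87; -0.23 between the VMOs). In ECs with MDA-MB-231, SELE rose from 9.40 to 109.9 CPM (2.63; 1.68 to 4.27; 0.96 between the VMOs), CXCL2 rose from 26.7 to 108 CPM (1.68; 1.46 to 2.35; 0.77 between the VMOs) and PLA2G4C rose from 58.3 to 182 CPM (1.49; 1.33 to 1.90; 0.98 between the VMOs). In the same cells, CTGF fell from 522 to 165 CPM (-1.60; -1.71 to -1.42; 0.54 between the VMOs) and FABP5 fell from 1355 to 535 CPM (-1.32; -1.44 to -1.28; -0.51 between the VMOs).

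Fibroblast genes with HCC1599 were 3 of the 11: PSMB6 rose from 91.6 to 156 CPM (0.71; 0.64 to 0.90; -0.54 between the VMOs), SRP14 rose from 272 to 441 CPM (0.68; 0.54 to 0.77; -0.46 between the VMOs) and CYP1B1 fell from 146 to 38.5 CPM (-1.68; -1.79 to -1.55; 0.39 between the VMOs). Those with MDA-MB-231 were 2: CXCL6 rose from 4.62 to 134 CPM (3.30; 3.25 to 3.62; -0.52 between the VMOs) and NEK7 fell from 159 to 42.1 CPM (-1.69; -1.76 to -1.61; 1.10 between the VMOs). In the pair of the other tumor line the folds were -1.54 for NOV, 0.26 for SELE, 0.47 for CXCL2, -0.26 for PLA2G4C, 0.56 for CTGF, 0.28 for FABP5, 0.36 for PSMB6, 0.76 for SRP14, -0.41 for CYP1B1, -0.079 for CXCL6 and -0.35 for NEK7.

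Cell matching on depth and mitochondrial share left 9 of these genes with at least 92.6% of their fold (the smallest, PLA2G4C), over the limit of 75%, which argues against depth as their cause. NOV kept 72.4% and FABP5 70.0%, so depth or mitochondrial share may account for part of these 2 folds. RNA from tumor cells, at the share measured in each cell type, would give at most 1.57% of the level (CXCL2) for the 7 genes that rose, which argues against it. CXCL6 in fibroblasts with MDA-MB-231 was also among the chemokine genes for which tumor RNA gave at most 0.633% of the level. A difference between libraries that does not come from the tumor cells cannot be told apart from an effect of the tumor for any of the 11 genes, because there is 1 VMT library per tumor line. An effect of the tumor cells stays open as an untested explanation, and reads shared between paralogs such as CXCL5 and CXCL6 were not tested.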

How the results depend on the processing

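No alternative was added after the results were seen, and no test in this part was chosen after them. Apart from the 4 lists that moved as they lost genes at a minimum of 50 CPM and the shift of all genes under another scaling, the cause was not tested for any change here. No paired test was made: the 2 pairs of VMT and VMO hold different tumor lines, and a model blocked by pair would leave 1 residual degree of freedom. Each alternative changes 1 choice, and a value is said to move when it leaves the 95% interval of counting error.

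The log2 folds of VMT over VMO kept their direction over 9 alternatives for CXCR4 in ECs with MDA-MB-231 (-1.36 to -1.16), TEK in the same cells (0.15 to 0.32), ANGPTL1 and MMP2 in fibroblasts with MDA-MB-231 (-1.01 to -0.66 and 0.41 to 0.84) and AREG in fibroblasts with HCC1599 (-1.15 to -0.33). Gene lists that kept theirs over 10 were the CAF list (0.31 to 0.61), the synthetic list (0.19 to 0.53), the chemokine genes (1.31 to 2.21) and the ADAMTS genes (0.089 to 0.58) with MDA-MB-231, and the cycling list with HCC1599 (0.14 to 0.49). The MMP genes, whose main interval holds 0, ranged from -0.076 to 0.10, and the interleukin genes from -0.20 to 0.54, so neither kept a direction. SLC genes ranged from -0.064 to 0.0052 and were above 0 only without ribosomal protein and mitochondrial genes in the total, a change that moved all EC genes. Over 7 alternatives the EC share fell in each pair, by differences from -21.2 to -7.10 points with HCC1599 and -29.7 to -22.4 points with MDA-MB-231, and the fibroblast difference between the VMTs ran from 14.7 to 36.3 points and the tumor difference, which kept no direction, from -1.07 to 10.5 points. Scores of ANGPTL1-TEK ran from 0.362 to 0.459 in the MDA-MB-231 VMO and 0.326 to 0.418 in its VMT, and from 0.140 to 0.185 and 0.153 to 0.206 in the HCC1599 VMO and VMT.

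Of 1035 pairings of another gene fold with an alternative, 616 stayed within the interval, 376 moved without a change of direction and 43 reversed. For other gene lists the counts were 95, 33 and 2 of 130, and for other shares of cell types 84, 60 and 3 of 147. Other scores moved in 10 of 36, values of tumor sub-clusters in 7 of 24, and the shares by Table S3 score in 0 of 16.

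At a resolution of 1.2, PDGFRB in fibroblasts with MDA-MB-231 reversed to 0.071, COL1A1 to 0.39, COL5A1 to 0.15, IGFBP7 to 0.38, and SERPINE2 in fibroblasts with MDA-MB-231 reversed to -0.082. MMP2 in fibroblasts with MDA-MB-231 moved to 0.41, ANGPTL1 to -0.71, and AREG in fibroblasts with HCC1599 moved to -0.95. COL1A1 in stromal cells with HCC1599 reversed to 0.49, and the CAF list in fibroblasts with MDA-MB-231 moved to 0.41, the synthetic list to 0.53. The cycling list in fibroblasts with HCC1599 moved to 0.33. The EC share of the VMT minus the VMO with HCC1599 moved to -19.2 points and the tumor share of the MDA-MB-231 VMT minus the HCC1599 VMT moved to 3.31 points. The fibroblast share of the VMT minus the VMO with HCC1599 reversed to -5.09 points and the stromal share of the VMT minus the VMO with HCC1599 reversed to 4.68 points. The ANGPTL1-TEK score of the MDA-MB-231 VMO moved to 0.365.

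Under each cell named on its own, COL12A1 in fibroblasts with MDA-MB-231 reversed to 0.090, and MMP2 in fibroblasts with MDA-MB-231 moved to 0.83. CXCL1 in fibroblasts with HCC1599 reversed to 0.19, INHBA to 0.021, IGFBP7 to -0.048, and AREG in fibroblasts with HCC1599 moved to -0.54. TOP2A in ECs with MDA-MB-231 reversed to 1.98, MKI67 to 1.67, and TOP2A in ECs with HCC1599 reversed to 1.81, MKI67 to 1.55. COL1A1 in stromal cells with MDA-MB-231 reversed to 0.23, TGFBI to 0.36, and COL1A1 in stromal cells with HCC1599 reversed to 0.28, PDGFRB to 0.46. TOP2A in cycling cells with MDA-MB-231 reversed to -0.46, MKI67 to -0.22. The CAF list in fibroblasts with MDA-MB-231 moved to 0.60, the synthetic list to 0.19, and the cycling list in fibroblasts with HCC1599 moved to 0.49. The chemokine genes in ECs with MDA-MB-231 moved to 1.84. The EC share of the VMT minus the VMO with MDA-MB-231 moved to -22.8 points and the fibroblast share of the MDA-MB-231 VMT minus the HCC1599 VMT moved to 14.7 points. The tumor share of the MDA-MB-231 VMT minus the HCC1599 VMT moved to 1.35 points and the fibroblast share of the VMT minus the VMO with MDA-MB-231 reversed to -1.19 points.

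Under doublets kept, INHBA in fibroblasts with MDA-MB-231 reversed to 0.047, PDGFRB to 0.021, COL1A1 to 0.38, COL5A1 to 0.11. IGFBP7 in fibroblasts with MDA-MB-231 reversed to 0.34, SERPINE2 to -0.054, and MMP2 in fibroblasts with MDA-MB-231 moved to 0.44, ANGPTL1 to -0.66. The CAF list in fibroblasts with MDA-MB-231 moved to 0.42, the synthetic list to 0.47. The SLC genes in ECs with MDA-MB-231 moved to -0.016, the chemokine genes to 1.39, and the ANGPTL1-TEK score of the MDA-MB-231 VMO moved to 0.362.

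Under log-normalization, NRG1 in fibroblasts with MDA-MB-231 reversed to 0.058, COL5A3 to -0.0016, and MMP2 in fibroblasts with MDA-MB-231 moved to 0.51. AREG in fibroblasts with HCC1599 moved to -0.33, and TOP2A in ECs with MDA-MB-231 reversed to 2.49, MKI67 to 2.83. CXCR4 in ECs with MDA-MB-231 moved to -1.36, TEK to 0.15, and TOP2A in ECs with HCC1599 reversed to 5.19, MKI67 to 4.00. TOP2A in cycling cells with MDA-MB-231 reversed to -0.49, MKI67 to -0.26. The CAF list in fibroblasts with MDA-MB-231 moved to 0.42, the synthetic list to 0.22, and the cycling list in fibroblasts with HCC1599 moved to 0.39. The ADAMTS genes in ECs with MDA-MB-231 moved to 0.10, the interleukin genes to -0.20. The EC share of the VMT minus the VMO with MDA-MB-231 moved to -22.4 points and the fibroblast share of the MDA-MB-231 VMT minus the HCC1599 VMT moved to 36.3 points. The tumor share of the MDA-MB-231 VMT minus the HCC1599 VMT moved to 0.310 points. The AREG-ERBB3 from fibroblasts score of the HCC1599 VMT moved to 0.691.

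At a resolution of 0.4, PECAM1 in ECs with HCC1599 reversed to 0.0036, and the chemokine genes in ECs with MDA-MB-231 moved to 1.38. The EC share of the VMT minus the VMO with HCC1599 moved to -21.1 points and the EC share of the VMT minus the VMO with MDA-MB-231 moved to -29.7 points. The fibroblast share of the MDA-MB-231 VMT minus the HCC1599 VMT moved to 29.0 points and the tumor share of the MDA-MB-231 VMT minus the HCC1599 VMT reversed to -1.07 points. The AREG-ERBB3 from fibroblasts score of the HCC1599 VMT moved to 0.601. At a mitochondrial maximum of 10%, TOP2A in cycling cells with MDA-MB-231 reversed to -0.24, MKI67 to -0.28, and the cycling list in fibroblasts with HCC1599 moved to 0.14. The ADAMTS genes in ECs with MDA-MB-231 moved to 0.089, the chemokine genes to 1.31. The EC share of the VMT minus the VMO with HCC1599 moved to -20.8 points and the fibroblast share of the MDA-MB-231 VMT minus the HCC1599 VMT moved to 35.8 points. The tumor share of the MDA-MB-231 VMT minus the HCC1599 VMT moved to 0.266 points. The AREG-ERBB3 from fibroblasts score of the HCC1599 VMT moved to 0.571. Under leaving cell-cycle genes out of the clustering, the EC share of the VMT minus the VMO with HCC1599 moved to -21.2 points and the tumor share of the MDA-MB-231 VMT minus the HCC1599 VMT moved to 0.674 points.

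Under the mean over cells, COL12A1 in fibroblasts with MDA-MB-231 reversed to 0.025, and MMP2 in fibroblasts with MDA-MB-231 moved to 0.84, and FAP in fibroblasts with HCC1599 reversed to 0.26. TGFBI in stromal cells with MDA-MB-231 reversed to 0.056, and the CAF list in fibroblasts with MDA-MB-231 moved to 0.61, the synthetic list to 0.19. The cycling list in fibroblasts with HCC1599 moved to 0.34, and the chemokine genes in ECs with MDA-MB-231 moved to 2.21. The RNA splicing list in cycling cells with MDA-MB-231 reversed to 0.37.

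The scaling moved all genes: the median fold of VMT over VMO with MDA-MB-231 went under TMM scaling from -0.12 to -0.015 in fibroblasts, from -0.086 to 0.054 in stromal cells and from -0.10 to 0.10 in cycling cells. In stromal cells between the VMOs it went from -0.38 to 0.12. Under TMM scaling, COL1A1 in fibroblasts with MDA-MB-231 reversed to 0.080, COL12A1 to 0.0054, and MMP2 in fibroblasts with MDA-MB-231 moved to 0.69. The CAF list in fibroblasts with MDA-MB-231 moved to 0.56, the synthetic list to 0.38, and the cycling list in fibroblasts with HCC1599 moved to 0.24. The RNA splicing list in cycling cells with MDA-MB-231 reversed to 0.015, and the AREG-ERBB3 from fibroblasts score of the MDA-MB-231 VMT moved to 0.291. Without ribosomal protein and mitochondrial genes in the total, the median of all genes went to -0.052 in fibroblasts and from -0.059 to -0.017 in ECs. Under a total without ribosomal protein and mitochondrial genes, COL1A1 in fibroblasts with MDA-MB-231 reversed to 0.046, and MMP2 in fibroblasts with MDA-MB-231 moved to 0.66. The CAF list in fibroblasts with MDA-MB-231 moved to 0.54, the synthetic list to 0.35, and the SLC genes in ECs with MDA-MB-231 reversed to 0.0052. The ANGPTL1-TEK score of the MDA-MB-231 VMO moved to 0.459, the ANGPTL1-TEK score of the MDA-MB-231 VMT moved to 0.418, the AREG-ERBB3 from fibroblasts score of the HCC1599 VMT moved to 0.717 and the AREG-ERBB3 from fibroblasts score of the MDA-MB-231 VMT moved to 0.345.

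At a minimum of 50 CPM, the CAF list in fibroblasts with MDA-MB-231 moved to 0.31. The ADAMTS genes in ECs with MDA-MB-231 moved to 0.58, the chemokine genes to 1.68, the interleukin genes to 0.54. Of the genes of these lists, 75 of 100, 5 of 6, 3 of 6 and 1 of 2 passed that minimum, in the same order.

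Depth limits the shares of cells with a UMI: of 172 such values with cells thinned to 10000 UMIs or not thinned, 107 moved out of their interval. The HCC1599 tumor cells, at a median of 1307 UMIs, left 86 of 127 cells below the 5000 UMIs of the thinning, so their shares rest on the deepest cells.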

Differences from the paper's values

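No test reported in this part was chosen after the results were seen. Cycling cells made up 10.8% of the MDA-MB-231 VMT here, and about 6% in Fig. 2K, read by eye, is the paper's value. Of the alternatives set before the data were examined, a resolution of 0.4 (7.82%) and a mitochondrial maximum of 10% (6.19%) come within 1.5 times the paper's value. A resolution of 1.2 (10.2%), no doublet removal (11.2%), log-normalization (14.6%), cell-cycle genes left out (10.6%) and each cell named on its own (24.1%) do not.

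The paper finds fewer tumor populations in each VMT than the 4 in MDA-MB-231 and 3 in HCC1599 found here; at a resolution of 0.2 there were 3 and 2, as in the paper. The paper reports no significant difference between the VMOs, from the cell types found in each; here the median absolute log2 fold between them was 0.30 in ECs, against 0.14 and 0.10 between the MDA-MB-231 and the HCC1599 VMT and their VMOs. PDGFRB marks pericytes in the paper, whose methods also list it for fibroblasts, and was at 289 CPM in fibroblasts and 95.8 CPM in stromal cells of the MDA-MB-231 VMT. CXCR4 is described as missing from ECs of the MDA-MB-231 VMT, where it was at 72.5 CPM. MMP2 is described as particular to VMT fibroblasts; it was at 255 CPM in those of the MDA-MB-231 VMO and 139 CPM in those of the HCC1599 VMO.

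The paper draws its statements on CXCR4, MMP2, MMP1, SPHK1 and INHBA from differential expression of individual datasets. Its contrasts may therefore differ from the VMT over VMO used here. MMP1 and MMP2 are said to be raised in ECs of the HCC1599 VMT. The folds of VMT over VMO were -0.35 and -0.13. SPHK1 is described as absent from fibroblasts of the HCC1599 VMT, where it was at 309 CPM. INHBA is said to be raised in the same fibroblasts; its fold was -0.27, and 0.021 with each cell named on its own. EPCAM is described as absent from tumor cells of the MDA-MB-231 VMT; it was at 10.1 CPM, with 4.55% of the thinned cells holding a UMI.

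Of the 6 further CAF markers, 4 (AEBP1, COL11A1, COL12A1 and CXCL1) were highest in cluster 4, where the CAF list led, and EDNRA and FAP were not: EDNRA was at 72.5 CPM in cluster 6 and 57.4 CPM in cluster 4, and FAP at 165 CPM in cluster 8 (8 UMIs), 143 CPM in cluster 2 and 138 CPM in cluster 4. Of 9 genes given for synthetic fibroblasts, COL1A2, COL3A1 and PCOLCE were highest in cluster 1, where the synthetic list led, among clusters 1 to 7; COL1A1, COL4A1, COL5A3 and SPARC were highest in cluster 6 and COL5A1 and IGFBP7 in cluster 2, with COL1A1 at 10750.5 CPM in cluster 6 and 9019 CPM in cluster 1. In cluster 8 (46 cells, median 818 UMIs), left out of that count, COL1A2 and PCOLCE stood higher than in cluster 1, on 251 and 8 UMIs. COL4A1 was at 1299 CPM (998 to 1661) in cluster 8, above cluster 6, on 63 UMIs. COL5A1 at 721 CPM (503 to 1003) and IGFBP7 at 206 CPM (98.8 to 379) there were above cluster 2, on 35 and 10 UMIs. TEK is said to fall in the MDA-MB-231 VMT, from its expression in the integrated dataset and, as Tie2 protein, from staining. Its fold as RNA per EC was 0.28, and no alternative gave a fold below 0. RNA per EC measures neither the smaller share of ECs in the VMT nor protein, so it does not test the staining result. AREG is said to be higher in fibroblasts of the HCC1599 VMT than of its VMO; it was at 63.5 CPM and 139 CPM, and no alternative gave a fold above 0.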

Other observations

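Tests chosen only after the result was seen are those of shallow ECs grouped with tumor cells, of free EC RNA, of the deep and the shallow EC cluster taken apart, of the wider set of tumor transcripts, of tumor transcripts per droplet, of tumor RNA as a source of the fibroblast chemokines, of the tumor genes of the cells with high collagen expression, and of deep and shallow tumor cells as parts of doublets.

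The 29 tumor cells of the MDA-MB-231 VMT with high collagen expression were weighed as doublets of a tumor cell and a fibroblast. Doublets would hold more UMIs and every abundant fibroblast transcript: the median was 1.47 times that of the other tumor cells, 117150 UMIs where the medians of both cell types add up to 123074.5. Fibroblast genes other than collagens and FN1 reached 17.1% of the fibroblast level, against 35.4% in a doublet of the median cells. Such doublets may account for the depth and the fibroblast genes, with less fibroblast RNA than a median cell holds. Doublets would also dilute tumor genes: a set of 50 was at a median of 90.5% of its level in the other tumor cells (quartiles 80.8% to 98.8%), where a doublet of the median cells would leave 64.6%. Doublets with the lower share of fibroblast RNA measured here would leave more than 64.6%. A median above 64.6% therefore does not argue against them. Doublets cannot be told apart from single tumor cells by this set, because its median lies between 64.6% and the level of the other tumor cells, with 38 of the 50 genes lower. A tumor state with fibroblast genes was not tested and stays open.

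The 43 tumor cells of the HCC1599 VMT with EC genes had 0.377 times the median UMIs of the other tumor cells, which mix deep and shallow cells, so doublets of a tumor cell and an EC cannot be told apart by this ratio. Their median was 0.0432 times that of the deep tumor sub-cluster, which argues against doublets that hold a deep tumor cell. It was 1.12 times that of the shallow one, 1053 UMIs where the medians of shallow tumor cells and shallow ECs add up to 2556. Doublets of a shallow tumor cell and a shallow EC cannot be told apart from single cells, because this median lies between them, with EC genes at 38.7% of the EC level and tumor genes at 44.1% of that of deep tumor cells.

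Shallow ECs grouped with shallow tumor cells would leave cells with EC transcripts alone; the share of cells with at least 2 UMIs of the EC set and fewer than 2 of the tumor set was 0% of the 43 in this sub-cluster and 64.3% of the cells of the shallow EC cluster, and the median of tumor-set UMIs was 51 and 1, which argues against shallow ECs. Free RNA from ECs was first weighed against fibroblasts: 11.3 UMIs of the EC set per cell were 1.57 times the 7.18 in fibroblasts, within the ratio of 2 that the explanation allows. A comparison with the other shallow tumor sub-cluster (46 cells, median 943 UMIs) was added once that first ratio was known. The 43 cells held 43.1 times the 0.261 UMIs per cell of that sub-cluster. Both sub-clusters were set apart by their expression, so part of this ratio may come from the split. The ratio therefore cannot decide on free RNA from ECs. What gave these cells both sets of transcripts stays open, and no biological explanation was tested.

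ECs of the MDA-MB-231 VMT and its VMO were matched on depth and mitochondrial share, with 202 cells per library and medians of 27489.5 and 25514.5 UMIs. The chemokine genes kept a median log2 fold of 1.68 and CXCR4 a fold of -1.52, which argues against cell quality as the cause of either. The MMP genes moved from 0.031 to -0.19, the ADAMTS genes from 0.19 to -0.035 and the SLC genes from -0.041 to -0.12. These 3 medians cannot be told apart from a difference in depth or cell quality, since the genes of each list went both ways. An effect of the tumor cells on these ECs was not tested apart from the library and stays open.

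A set of 26 tumor transcripts was at 74.8 CPM in ECs of the HCC1599 VMT and 6.49 CPM in fibroblasts, a ratio of 11.5, and 5.66 as UMIs per cell, which argues against free tumor RNA alone. In the deep EC cluster the ratio to fibroblasts was 1.08 (0.686 to 1.69) by CPM and 0.603 (0.382 to 0.940) as UMIs per cell. Free tumor RNA cannot be told apart from other sources in that cluster, because the first ratio holds the even level of 1 and the other does not. The shallow EC cluster held 23.5 times as many of these UMIs per cell as fibroblasts, more than free RNA gives, and its ERBB3 UMIs may have come with tumor material in these droplets; what kind was not tested.

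In the MDA-MB-231 VMT the set held 1 gene, with 4 UMIs in ECs and a ratio to fibroblasts of 0.248, too few to tell. A wider set of 9 genes, at 12.8 CPM in ECs, 14.1 CPM in fibroblasts and 22.4 CPM in stromal cells, gave a ratio of 0.910 (0.717 to 1.14). As UMIs per cell the ratio of ECs to fibroblasts was 0.527 (0.415 to 0.660), away from the even level of 1 that the first ratio holds, so free tumor RNA as the source of the wider set stays open. For the chemokine genes and IL1RL1 in fibroblasts of this VMT, tumor RNA at that share would give at most 0.633% of the level (CXCL1), which argues against it as their source. An effect of the tumor cells on these genes was not tested apart from the library.

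In ECs of the HCC1599 VMT over its VMO the median log2 folds were -0.14 (-0.25 to -0.088) with 0 of 7 genes higher, above 4.61% of random lists; -0.17 (-0.24 to -0.063) with 0 of 5 genes higher, above 2.22% of random lists; and 0.032 (-0.0016 to 0.054) with 88 of 148 genes higher, above 95.3% of random lists, for the MMP, ADAMTS and SLC genes. The chemokine genes had 0.26 (0.040 to 0.47) with 4 of 5 genes higher, above 99.7% of random lists, and the interleukin genes -0.17 (-0.31 to -0.030) with 1 of 2 genes higher, above 8.51% of random lists.

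FABP4 (ENSG00000170323) lies on chromosome 8 from 81478419 to 81483236 and PRSS2 (ENSG00000275896) on chromosome 7 from 142760398 to 142774564. FAM107A (ENSG00000168309) lies on chromosome 3 from 58564117 to 58627610 and GCHFR (ENSG00000137880) on chromosome 15 from 40764068 to 40767708. G0S2 (ENSG00000123689) lies on chromosome 1 from 209675412 to 209676390 and PAPPA (ENSG00000182752) on chromosome 9 from 116153791 to 116402321. GDF15 (ENSG00000130513) lies on chromosome 19 from 18374731 to 18389176 and SLC38A1 (ENSG00000111371) on chromosome 12 from 46183063 to 46270017. MTRNR2L12 has no position in the annotation used. Further genes named by rule moved by less than the difference between the VMOs or are among those the paper discusses; each has its levels in the VMO and the VMT and, in parentheses, its log2 fold (pseudocount of 10 CPM), the lowest and highest fold over the alternatives and the fold between the VMOs.

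ECs with HCC1599: FABP4 rose from 128 to 306 CPM (1.19; 1.08 to 1.31; -1.79 between the VMOs), PRSS2 rose from 54.6 to 137 CPM (1.19; 0.86 to 1.35; -2.35 between the VMOs) and MKI67 fell from 113 to 56.9 CPM (-0.88; -1.31 to 2.26; -1.26 between the VMOs). Also in these, FAM107A fell from 157 to 99.2 CPM (-0.62; -0.63 to -0.53; -1.75 between the VMOs) and MTRNR2L12 fell from 1067 to 718 CPM (-0.56; -0.91 to -0.48; 1.38 between the VMOs). ECs with MDA-MB-231: GCHFR fell from 104 to 32.5 CPM (-1.42; -1.52 to -1.39; 1.78 between the VMOs). Fibroblasts with HCC1599: G0S2 rose from 71.2 to 121 CPM (0.69; 0.19 to 0.86; -1.0006 between the VMOs), PAPPA fell from 130.0 to 44.0 CPM (-1.37; -1.57 to -1.13; 2.38 between the VMOs) and AREG fell from 139 to 63.5 CPM (-1.02; -1.05 to -0.30; -1.10 between the VMOs). Fibroblasts with MDA-MB-231: CXCL1 rose from 25.9 to 559 CPM (3.99; 3.88 to 4.16; -1.03 between the VMOs) and CXCL8 rose from 43.7 to 731 CPM (3.79; 3.62 to 3.95; 0.13 between the VMOs). In the same fibroblasts, GDF15 fell from 284 to 68.0 CPM (-1.91; -2.14 to -1.45; 3.92 between the VMOs) and SLC38A1 fell from 448 to 116 CPM (-1.85; -2.09 to -1.61; 2.84 between the VMOs).

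EGFR (ENSG00000146648) lies on chromosome 7 from 55019017 to 55211628 and ERBB2 (ENSG00000141736) on chromosome 17 from 39687914 to 39730426. In HCC1599 tumor cells EGFR was at 40.5 CPM (29.5 to 54.1) and ERBB2 at 96.2 CPM (78.8 to 116). AREG was at 525 CPM (519 to 531) in MDA-MB-231 tumor cells. In the HCC1599 VMT, 3 clusters were shallow: 98 cells named ECs, 91 tumor cells and 61 fibroblasts, with medians of 1613, 1050 and 1502 UMIs. EC clusters of 135 cells in the MDA-MB-231 VMO and 34 in its VMT had medians of 1691 and 1193.5 UMIs, with PLCG2 as the first gene of both. A fibroblast cluster of 338 cells in the MDA-MB-231 VMO was led by IL1RL1 and CXCL8, without tumor cells in the device.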
